# Lipid-mediated regulation of SKN-1/Nrf in response to germ cell absence

**DOI:** 10.7554/eLife.07836

**Published:** 2015-08-24

**Authors:** Michael J Steinbaugh, Sri Devi Narasimhan, Stacey Robida-Stubbs, Lorenza E Moronetti Mazzeo, Jonathan M Dreyfuss, John M Hourihan, Prashant Raghavan, Theresa N Operaña, Reza Esmaillie, T Keith Blackwell

**Keywords:** aging, fatty acid signaling, germline stem cells, lipid metabolism, proteostasis, SKN-1/Nrf, *C. elegans*

## Abstract

In *Caenorhabditis elegans*, ablation of germline stem cells (GSCs) extends lifespan, but also increases fat accumulation and alters lipid metabolism, raising the intriguing question of how these effects might be related. Here, we show that a lack of GSCs results in a broad transcriptional reprogramming in which the conserved detoxification regulator SKN-1/Nrf increases stress resistance, proteasome activity, and longevity. SKN-1 also activates diverse lipid metabolism genes and reduces fat storage, thereby alleviating the increased fat accumulation caused by GSC absence. Surprisingly, SKN-1 is activated by signals from this fat, which appears to derive from unconsumed yolk that was produced for reproduction. We conclude that SKN-1 plays a direct role in maintaining lipid homeostasis in which it is activated by lipids. This SKN-1 function may explain the importance of mammalian Nrf proteins in fatty liver disease and suggest that particular endogenous or dietary lipids might promote health through SKN-1/Nrf.

**DOI:** http://dx.doi.org/10.7554/eLife.07836.001

## eLife digest

Understanding how animals age may help us to prevent age-related or chronic diseases, such as type 2 diabetes and cancer. The tiny nematode worm known as *C. elegans* is widely used as a model to study aging and has enabled researchers to identify factors that can slow down the aging process. Like other animals, these worms contain female and male sex cells that originate from cells called germline stem cells. The normal lifespan of *C. elegans* is less than three weeks, but when the germline stem cells are removed, the worms can live for much longer.

Reproduction requires a lot of energy, which is typically ‘stored’ in molecules of fat. Animals utilize their fat reserves and release this energy by breaking the fat molecules down into smaller molecules as part of their ‘metabolism’. Worms that have had their germline stem cells removed have altered fat metabolism, and it is thought that this may contribute to their increased lifespan. These worms have increased levels of a protein called SKN-1, which alters fat metabolism and helps to protect cells from toxic molecules and other stresses.

SKN-1 works by regulating the activity (or ‘expression’) of many genes in cells, but it is not clear how this increases the lifespan of the worms. Steinbaugh et al. studied mutant worms that were lacking SKN-1. Unlike normal worms, when the germline stem cells were removed from the mutants, their lifespan did not increase. Further experiments analyzed the genes that are switched on by SKN-1, and identified many that are involved in fat metabolism, in degrading other proteins, and in detoxifying harmful molecules. The experiments also found that SKN-1 reduces the overall amount of fat stored in the body.

Next, Steinbaugh et al. investigated how SKN-1 stops fat from being stored. During reproduction, cells in the gut produce yolk—which is rich in fats—that will be provided to germ cells to nourish the developing embryo. Worms lacking germline stem cells are not able to reproduce, but they continue to make yolk. Steinbaugh et al. found that the build up of the yolk activates SKN-1, which in turn inhibits the further accumulation of fats.

Steinbaugh et al.'s findings show that SKN-1 can be activated by fat molecules and plays a direct role in controlling the amount of fat stored in the body of the worms. A future challenge will be to identify the specific fat molecules that activate SKN-1, which could provide a model for understanding how specific fats in human diets could have wide-ranging health benefits.

**DOI:** http://dx.doi.org/10.7554/eLife.07836.002

## Introduction

The nematode *Caenorhabditis elegans* has been invaluable for identifying mechanisms that slow aging and may prevent chronic disease (Kenyon, 2010). An intriguing finding that was first made in this organism is that when germline stem cells (GSCs) are ablated, mechanisms are activated in somatic tissues that protect against stress and increase lifespan (Hsin and Kenyon, 1999; Kenyon, 2010; Antebi, 2013; Hansen et al., 2013). GSC loss also increases lifespan in *Drosophila melanogaster* (Flatt et al., 2008), and castration has been associated with longevity in men (Min et al., 2012), suggesting that this relationship might be conserved. These beneficial effects of GSC removal may have evolved to maximize reproductive fitness under adversity (Partridge et al., 2005; Kenyon, 2010). This relationship provides paradigms for how tissue non-autonomous signals influence aging (Kenyon, 2010), and how a stem cell population communicates with the ‘niche’ that sustains it (Jones and Wagers, 2008).

In *C. elegans*, the effects of GSC absence have been studied by laser ablation of GSC precursors, which results in a complete loss of GSCs, or by analysis of genetic mutants in which GSC proliferation is inhibited so that the GSC number is very low, and mature germ cells are not formed (Hsin and Kenyon, 1999; Arantes-Oliveira et al., 2002; Kenyon, 2010). For simplicity, we will refer to each of these types of animals as GSC(−) animals. The lifespan extension seen in GSC(−) animals (GSC(−) longevity) requires the action of several conserved transcription factors in the intestine, the counterpart of the mammalian liver, digestive system, and adipose tissue (Kenyon, 2010; Antebi, 2013; Hansen et al., 2013). DAF-16/FOXO is needed for longevity from GSC ablation or reduced insulin/IGF-1 signaling (IIS) but is regulated differently by each pathway (Lin et al., 2001; Libina et al., 2003; Kenyon, 2010). GSC(−) longevity also requires HLH-30/TFEB, PHA-4/FOXA, and the nuclear receptors DAF-12/FXR, NHR-80/HNF4, and NHR-49/PPARα (Hsin and Kenyon, 1999; Goudeau et al., 2011; Lapierre et al., 2011; O'Rourke and Ruvkun, 2013; Ratnappan et al., 2014). Under most conditions, GSC(−) longevity also depends upon a hormonal signal from the somatic gonad that activates DAF-12 (Kenyon, 2010; Antebi, 2013). Aside from the identification of mechanisms required for DAF-16 function, we understand little about how GSCs influence these transcription factors (Kenyon, 2010; Antebi, 2013).

One hallmark of GSC(−) animals is enhancement of both proteostasis and stress resistance. During aging, GSC(−) animals maintain more robust responses to thermal and proteotoxic stress (Ben-Zvi et al., 2009). They also exhibit a striking *daf-16*-dependent increase in activity of the proteasome (Vilchez et al., 2012), a multisubunit complex which degrades proteins that the ubiquitylation system has tagged for decay (Glickman and Ciechanover, 2002; Goldberg, 2003). In addition, GSC removal enhances immunity (Alper et al., 2010) and boosts oxidative stress resistance through an undetermined DAF-16-independent mechanism (Libina et al., 2003).

Another notable characteristic of GSC(−) animals is that many aspects of lipid metabolism are altered. Expression of particular fatty acid (FA) oxidation, FA desaturation, and triglyceride lipase genes is increased, as is total lipase activity (Wang et al., 2008; Goudeau et al., 2011; Lapierre et al., 2011; McCormick et al., 2012; Ratnappan et al., 2014). Given that lipid catabolism is elevated, it seems paradoxical that GSC(−) animals also exhibit dramatically increased fat accumulation (O'Rourke et al., 2009). Interestingly, GSC(−) longevity seems to depend upon particular lipid metabolism processes. Production of the unsaturated free FA (FFA) oleic acid (OA) is required (Goudeau et al., 2011), as are the triglyceride lipases LIPL-4/LIPA and FARD-1/FAR2 (Wang et al., 2008; McCormick et al., 2012). It is of intense interest to determine whether the fat accumulation seen with GSC ablation might derive from production and storage of particular beneficial fats, or a salutary overall balance of lipid metabolism that is consistent with longevity (Ackerman and Gems, 2012; Hansen et al., 2013).

The *C. elegans* transcription factor SKN-1 controls a broad detoxification response to oxidative and xenobiotic stress and is orthologous to the mammalian Nrf1/2/3 (NF-E2-related factor) proteins (An and Blackwell, 2003; Oliveira et al., 2009; Park et al., 2009). SKN-1/Nrf proteins have been implicated in longevity from *C. elegans* to rodents (An and Blackwell, 2003; Bishop and Guarente, 2007; Leiser and Miller, 2010; Sykiotis and Bohmann, 2010; Steinbaugh et al., 2012; Ewald et al., 2015). Recent findings raise the question of whether these transcription regulators might also have important functions in lipid homeostasis. SKN-1/Nrf proteins influence expression of lipid metabolism genes (Oliveira et al., 2009; Paek et al., 2012; Hayes and Dinkova-Kostova, 2014; Tsujita et al., 2014), and SKN-1 has been linked to fat mobilization under particular starvation or dietary conditions (Paek et al., 2012; Pang et al., 2014). Mice that lack Nrf1 in the liver develop non-alcoholic fatty liver disease (NAFLD) that progresses to non-alcoholic steatohepatitis (NASH), and Nrf2^−/−^ mice develop NASH on a high-fat diet (Xu et al., 2005; Okada et al., 2013; Tsujita et al., 2014). However, reduced Nrf protein function is thought to predispose to NASH by impairing hepatic stress resistance (Xu et al., 2005; Lee et al., 2013). An understanding of NAFLD is a high priority, because its incidence is increasing as a sequella of metabolic syndrome (Cohen et al., 2011).

Here, we examined the role of SKN-1 in the effects of GSC absence on lifespan, stress resistance, and lipid metabolism. Genetic inhibition of GSCs activates SKN-1, thereby increasing lifespan and stress resistance. Expression profiling revealed that GSC(−) animals upregulate stress defense, extracellular matrix, and lipid metabolism genes, in many cases dependent upon *skn-1*. SKN-1 is also required for GSC inhibition to increase proteasome activity. SKN-1 is needed for GSC(−) longevity but reduces lipid storage, arguing against the idea that GSC(−) animals simply accumulate beneficial fat. Instead, these high-fat levels appear to derive from unconsumed yolk that was produced for reproduction. Unexpectedly, in GSC(−) animals, SKN-1 appears to be activated by specific FA signals, defining a new mechanism of SKN-1/Nrf protein regulation and GSC-to-soma communication. This homeostatic function of SKN-1 in lipid metabolism suggests that Nrf proteins have a similar role in preventing NASH.

## Results

### SKN-1 promotes longevity and stress resistance in the absence of GSCs

To investigate the importance of *skn-1* in GSC(−) animals, we analyzed temperature-sensitive (ts) mutations in *glp-1*/Notch, which is required for GSC proliferation (Kimble and Crittenden, 2005). *glp-1(ts)* mutants that undergo larval development at the non-permissive temperature of 25°C (GSC(−) animals) are sterile, exhibit a markedly reduced number of GSCs, and live considerably longer than wild type (WT) controls (Arantes-Oliveira et al., 2002) (Figure 1A,B). By contrast, this lifespan extension was blocked in a *skn-1* mutant background (Figure 1A,B). Lack of *skn-1* also impaired lifespan extension when *glp-1(ts)* animals were downshifted to 20°C after development was complete (Table 1). Similar results were obtained with or without 5-fluoro-2′-deoxyuridine (FUdR), which inhibits offspring formation in the control (Table 1). Consistent with these findings, in an earlier experiment in which *glp-1(ts)* extended lifespan by less than 7%, *skn-1* knockdown by RNA interference (RNAi) prevented this increase (Vilchez et al., 2012). In contrast to *daf-16, skn-1* was also required for GSC inhibition to increase oxidative stress resistance (Figure 1C–F; Table 2).

**Figure 1.**
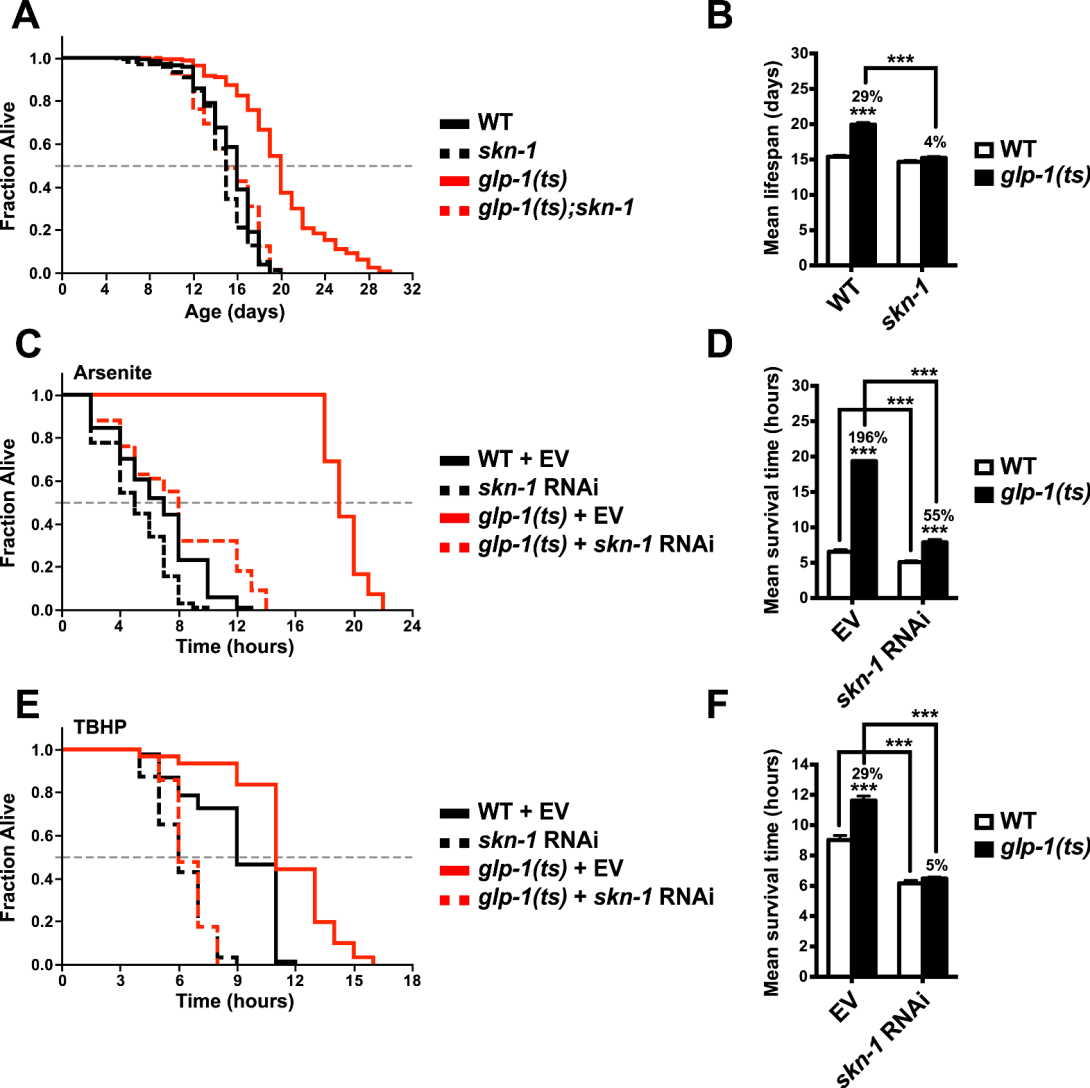
SKN-1 promotes longevity and stress resistance in germline stem cell (GSC)(−) animals. (**A**, **B**) Wild type, *skn-1(zu135), glp-1(bn18ts)*, and *glp-1(bn18ts);skn-1(zu135)* double mutants were assayed for lifespan at 25°C. *skn-1(zu135)* is a presumed null that is used throughout the study. Unless otherwise specified, *glp-1(ts)* refers to *glp-1(bn18ts)*. (**A**) Composite survival curve. (**B**) Graph of mean lifespans. (**C**–**F**) *glp-1(ts)* mutants require *skn-1* for oxidative stress resistance. Day-3 adult *glp-1(ts)* and control worms treated with *skn-1* RNAi or empty vector were exposed to (**C**, **D**) 5 mM sodium arsenite (AS) or (**E**, **F**) 15.4 mM tert-butyl hydroperoxide (TBHP). Data are represented as mean ± SEM. p < 0.001***. The interaction between *glp-1* and *skn-1* was significant for both lifespan and stress resistance (p < 0.001). Statistical analysis and replicates are in Tables 1, 2. **DOI:** http://dx.doi.org/10.7554/eLife.07836.003

**Table 1.** Lifespans **DOI:** http://dx.doi.org/10.7554/eLife.07836.004

Set	Strain	Mean lifespan ± SEM (days)	Median lifespan (days)	75th % (days)	N	% Mean lifespan Ext.	p value
Lifespan at 25°C							
Composite lifespan at 25°C with FUdR (from 2 replicates)							
C1	N2	15.40 ± 0.2	16	17	133/148	–	–
	*skn-1(zu135)*	14.66 ± 0.2	15	16	158/167	–	–
	*glp-1(bn18ts)*	19.94 ± 0.3	20	22	164/171	29.48	<0.0001*
	*glp-1(bn18ts);skn-1(zu135)*	15.23 ± 0.2	15	18	149/170	3.89	<0.0001†
	two-way ANOVA *glp-1(ts)* and *skn-1* interaction						<0.0001
Replicate lifespans at 25°C with FUdR							
#1	N2	13.99 ± 0.4	14	17	40/55	–	–
	*skn-1(zu135)*	12.54 ± 0.3	13	14	41/50	–	–
	*glp-1(bn18ts)*	22.46 ± 0.8	25	27	50/55	60.54	<0.0001*
	*glp-1(bn18ts);skn-1(zu135)*	13.29 ± 0.4	12	14	53/70	6.00	<0.0001†
	*glp-1(ts)* and *skn-1* interaction						<0.0001
#2	N2	16.07 ± 0.2	16	17	93/93	–	–
	*skn-1(zu135)*	15.42 ± 0.2	15	17	117/117	–	–
	*glp-1(bn18ts)*	18.86 ± 0.3	19	21	114/116	17.36	<0.0001*
	*glp-1(bn18ts);skn-1(zu135)*	16.42 ± 0.2	17	18	96/100	6.49	<0.0001†
	*glp-1(ts)* and *skn-1* interaction						0.0002
Lifespan at 20°C (25°C during development, downshifted to 20°C at D1 adulthood)							
Lifespan at 20°C without FUdR							
#3	N2	20.36 ± 0.6	18	21	42/50	–	–
	*skn-1(zu135)*	18.39 ± 0.5	18	18	27/47	–	–
	*glp-1(bn18ts)*	25.87 ± 1.3	24	33	35/66	27.06	0.0002*
	*glp-1(bn18ts);skn-1(zu135)*	20.02 ± 0.6	18	24	34/55	8.86	<0.0001†
	*glp-1(ts)* and *skn-1* interaction						0.0230
Composite lifespan at 20°C with FUdR (from 2 replicates)							
C2	N2	20.51 ± 0.5	21	24	86/90	–	–
	*skn-1(zu135)*	17.78 ± 0.4	19	20	88/94	–	–
	*glp-1(bn18ts)*	24.52 ± 0.6	25	28	81/104	19.55	<0.0001*
	*glp-1(bn18ts);skn-1(zu135)*	20.47 ± 0.5	20	24	91/98	15.13	<0.0001†
	*glp-1(ts)* and *skn-1* interaction						0.1892
Replicate lifespans at 20°C with FUdR							
#4	N2	18.09 ± 0.4	17	19	33/37	–	–
	*skn-1(zu135)*	14.78 ± 0.5	14	17	31/35	–	–
	*glp-1(bn18ts)*	21.79 ± 1.0	21	28	28/50	20.45	0.0002*
	*glp-1(bn18ts);skn-1(zu135)*	16.83 ± 0.3	17	18	36/43	13.87	<0.0001†
	*glp-1(ts)* and *skn-1* interaction						0.1491
#5	N2	22.00 ± 0.6	23	25	53/53	–	–
	*skn-1(zu135)*	19.40 ± 0.4	20	21	57/59	–	–
	*glp-1(bn18ts)*	25.91 ± 0.7	25	30	53/54	17.77	<0.0001*
	*glp-1(bn18ts);skn-1(zu135)*	22.80 ± 0.6	24	26	55/55	17.53	<0.0001†
	*glp-1(ts)* and *skn-1* interaction						0.6607

Percent lifespan extension refers to *glp-1(ts)* vs wild type or *skn-1* control. p values were calculated by log-rank test. Symbols denote effect relative to N2* or *glp-1(ts)*†. The interaction effect of *glp-1(ts)* and *skn-1* was calculated by two-way ANOVA using mean lifespan. The last p value reflects the specific requirement of *skn-1* for *glp-1(ts)* lifespan, as opposed to its effect on lifespan in general. Homozygous *skn-1* mutants produce eggs that do not hatch because of a catastrophic defect in developmental patterning but do not exhibit known defects in the germline itself (Bowerman et al., 1992).

**Table 2.** Stress resistance assays **DOI:** http://dx.doi.org/10.7554/eLife.07836.005

Set	Strain	Mean survival ± SEM (hrs)	Median survival (hrs)	75th % survival (hrs)	N	% Mean survival Ext.	p value
AS (day 1 adulthood) 25°C continuous; RNAi from L1							
#1	N2 + vector RNAi	20.20 ± 1.0	22.5	22.5	122/122	–	–
	N2 + *rme-2* RNAi	39.51 ± 1.1	47.5	47.5	117/117	95.59	<0.0001*
#2	N2 + vector RNAi	26.82 ± 1.2	28.0	28.0	57/57	–	–
	N2 + *rme-2* RNAi	53.21 ± 0.9	52.5	71.5	252/252	98.44	<0.0001*
	*glp-1(bn18ts)* + vector RNA	53.06 ± 1.0	52.5	71.5	216/216	97.85	<0.0001*
#3	N2 + vector RNAi (**20°C**)	38.59 ± 0.6	47.5	47.5	281/281	–	–
	N2 + *rme-2* RNAi	63.00 ± 0.7	71.5	71.5	287/287	63.25	<0.0001*
#4	N2 + vector RNAi (**20°C**)	49.10 ± 0.8	46.0	64.0	306/306	–	–
	N2 + vector/*skn-1* mix RNAi	32.03 ± 0.6	40.0	40.0	271/271	–	–
	N2 + vector/*rme-2* mix RNAi	65.38 ± 1.1	64.0	70.0	361/361	33.16	<0.0001*
	N2 + *rme-2*/*skn-1* mix RNAi	33.76 ± 0.5	40.0	40.0	409/409	5.40	<0.0001‡
	two-way ANOVA *rme-2* and *skn-1* interaction						<0.0001
#5	N2 + vector RNAi	23.18 ± 0.5	22.5	22.5	125/125	–	–
	N2 + *lipl-3* RNAi	23.04 ± 0.6	22.5	28.0	139/139	–	–
	N2 + *sbp-1* RNAi	11.01 ± 0.6	7.5	22.5	163/163	–	–
	N2 + *skn-1* RNAi	20.88 ± 0.7	22.5	28.0	115/115	–	–
	*glp-1(bn18ts)* + vector RNAi	40.58 ± 1.1	47.5	47.5	105/105	75.05	<0.0001*
	*glp-1(bn18ts)* + *lipl-3* RNAi	28.52 ± 1.0	28.0	32.5	178/178	23.77	<0.0001†
	*glp-1(bn18ts)* + *sbp-1* RNAi	7.50 ± 0.5	6.0	7.5	138/138	−31.88	<0.0001†
	*glp-1(bn18ts)* + *skn-1* RNAi	12.90 ± 0.9	9.0	22.5	129/129	−38.21	<0.0001†
	*glp-1(ts)* and *lipl-3* interaction						<0.0001
	*glp-1(ts)* and *sbp-1* interaction						<0.0001
	*glp-1(ts)* and *skn-1* interaction						<0.0001
#6	N2 + vector RNAi	24.36 ± 0.8	22.5	28.0	121/121	–	–
	N2 + *fat-6/7* mix RNAi	15.56 ± 0.8	22.5	22.5	159/159	–	–
	N2 + *skn-1* RNAi	20.94 ± 0.6	22.5	22.5	124/124	–	–
	*glp-1(bn18ts)* + vector RNAi	38.49 ± 1.5	47.5	47.5	98/98	58.03	<0.0001*
	*glp-1(bn18ts)* + *fat-6/7* mix RNAi	12.04 ± 0.7	9.0	22.5	153/153	−22.66	<0.0001†
	*glp-1(bn18ts)* + *skn-1* RNAi	23.69 ± 0.9	28.0	32.5	116/116	13.13	<0.0001†
	*glp-1(ts)* and *fat-6/7* interaction						<0.0001
	*glp-1(ts)* and *skn-1* interaction						<0.0001
AS (day 3 adulthood) 25°C during development, 20°C from D1; RNAi from D1							
#7	N2 + vector RNAi	6.55 ± 0.3	7.0	8.0	104/104	–	–
	N2 + *skn-1* RNAi	5.08 ± 0.2	5.0	7.0	103/103	–	–
	*glp-1(bn18ts)* + vector RNAi	19.36 ± 0.1	19.0	20.0	97/97	195.57	<0.0001*
	*glp-1(bn18ts) + skn-1* RNAi	7.86 ± 0.4	8.0	12.0	100/100	54.72	<0.0001†
	*glp-1(ts)* and *skn-1* interaction						<0.0001
#8	N2 + vector RNAi	8.31 ± 0.4	9.0	10.0	98/98	–	–
	N2 + *skn-1* RNAi	6.89 ± 0.3	8.0	9.0	90/90	–	–
	*glp-1(bn18ts)* + vector RNAi	16.95 ± 1.0	20.0	26.0	81/81	103.97	<0.0001*
	*glp-1(bn18ts) + skn-1* RNAi	9.90 ± 0.4	10.0	12.0	91/91	43.69	<0.0001†
	*glp-1(ts)* and *skn-1* interaction						<0.0001
TBHP (day 3 adulthood) 25°C during development, 20°C from D1; RNAi from D1							
#9	N2 + vector RNAi	9.02 ± 0.3	9.0	11.0	84/108	–	–
	N2 + *skn-1* RNAi	6.16 ± 0.2	6.0	7.0	63/98	–	–
	*glp-1(bn18ts)* + vector RNAi	11.62 ± 0.3	11.0	13.0	61/61	28.82	<0.0001*
	*glp-1(bn18ts) + skn-1* RNAi	6.48 ± 0.1	8.0	7.0	63/65	5.19	<0.0001†
	*glp-1(ts)* and *skn-1* interaction						<0.0001
#10	N2	4.29 ± 0.2	4.0	4.0	65/94	–	–
	*skn-1(zu135)*	4.51 ± 0.1	5.0	3.0	73/74	–	–
	*glp-1(bn18ts)*	6.25 ± 0.2	6.0	4.0	73/74	45.69	<0.0001*
	*glp-1(bn18ts);skn-1(zu135)*	4.78 ± 0.1	5.0	4.0	73/75	5.99	<0.0001†
	*glp-1(ts)* and *skn-1* interaction						<0.0001

Survival after sodium arsenite (AS) or tert-butyl hydroperoxide (TBHP) treatment was assayed in adult animals. The increase in oxidative stress resistance of *glp-1(ts)* germline stem cell (GSC(−)) animals was impaired by loss of *fat-6/7*, *lipl-3*, *sbp-1*, and *skn-1*. Representative assays are shown. Percent survival extension refers to *glp-1(ts)* or *rme-2* RNAi vs the matching wild type or *skn-1* control. p values were calculated by log-rank test. Symbols denote effect relative to N2*, *glp-1(ts)*†, or *rme-2* RNAi‡. The interaction effect of GSC(−) or *rme-2* with *skn-1*, or *fat-6/7*, *lipl-3*, and *sbp-1* were calculated by two-way ANOVA using mean lifespan. The last p value reflects the specific requirement of each gene for GSC(−) or *rme-2* stress resistance as opposed to its effect on stress resistance in general.

### GSCs regulate intestinal DAF-16 and SKN-1 through different mechanisms

We investigated whether the benefits of GSC absence simply require that SKN-1 be present or involve activation of SKN-1. SKN-1 accumulates in intestinal nuclei in response to certain stresses, or inhibition of mechanisms that include IIS, mTORC2, glycogen synthase kinase-3, translation elongation, and the ubiquitin ligase WDR-23 (An and Blackwell, 2003; Tullet et al., 2008; Choe et al., 2009; Park et al., 2009; Li et al., 2011; Robida-Stubbs et al., 2012). The levels of a SKN-1::GFP (green fluorescent protein) fusion in intestinal nuclei were also notably elevated in GSC(−) animals (Figure 2A,B). This was associated with increased expression of direct SKN-1 target genes, apparently through activation of their intestinal expression (Figure 2C–E). The KRI-1/KRIT1 ankyrin repeat protein and the TCER-1/TCERG1 transcription factor are required for GSC absence to induce DAF-16 nuclear accumulation and extend lifespan (Berman and Kenyon, 2006; Ghazi et al., 2009). In contrast, in GSC(−) animals SKN-1 nuclear accumulation was only partially or minimally affected by loss of *kri-1* or *tcer-1*, respectively, but was abolished by knockdown of the *pmk-1*/p38 kinase (Figure 2F,G), which phosphorylates SKN-1 and under most circumstances is required for SKN-1 nuclear accumulation (Inoue et al., 2005). In GSC(−) animals, DAF-12 is needed for DAF-16 nuclear accumulation and activity (Berman and Kenyon, 2006; Kenyon, 2010; Antebi, 2013), and induces expression of the microRNAs *mir-84* and *mir-241*, which target inhibitors of DAF-16 (Shen et al., 2012). In GSC(−) animals, *daf-12* knockdown only mildly affected SKN-1::GFP accumulation (Figure 2G), and SKN-1 target gene induction was generally not impaired by *daf-12* or *mir-241;mir-84* mutations (Figure 2H). The absence of GSCs therefore activates SKN-1 in the intestine but through a different mechanism from DAF-16.

**Figure 2.**
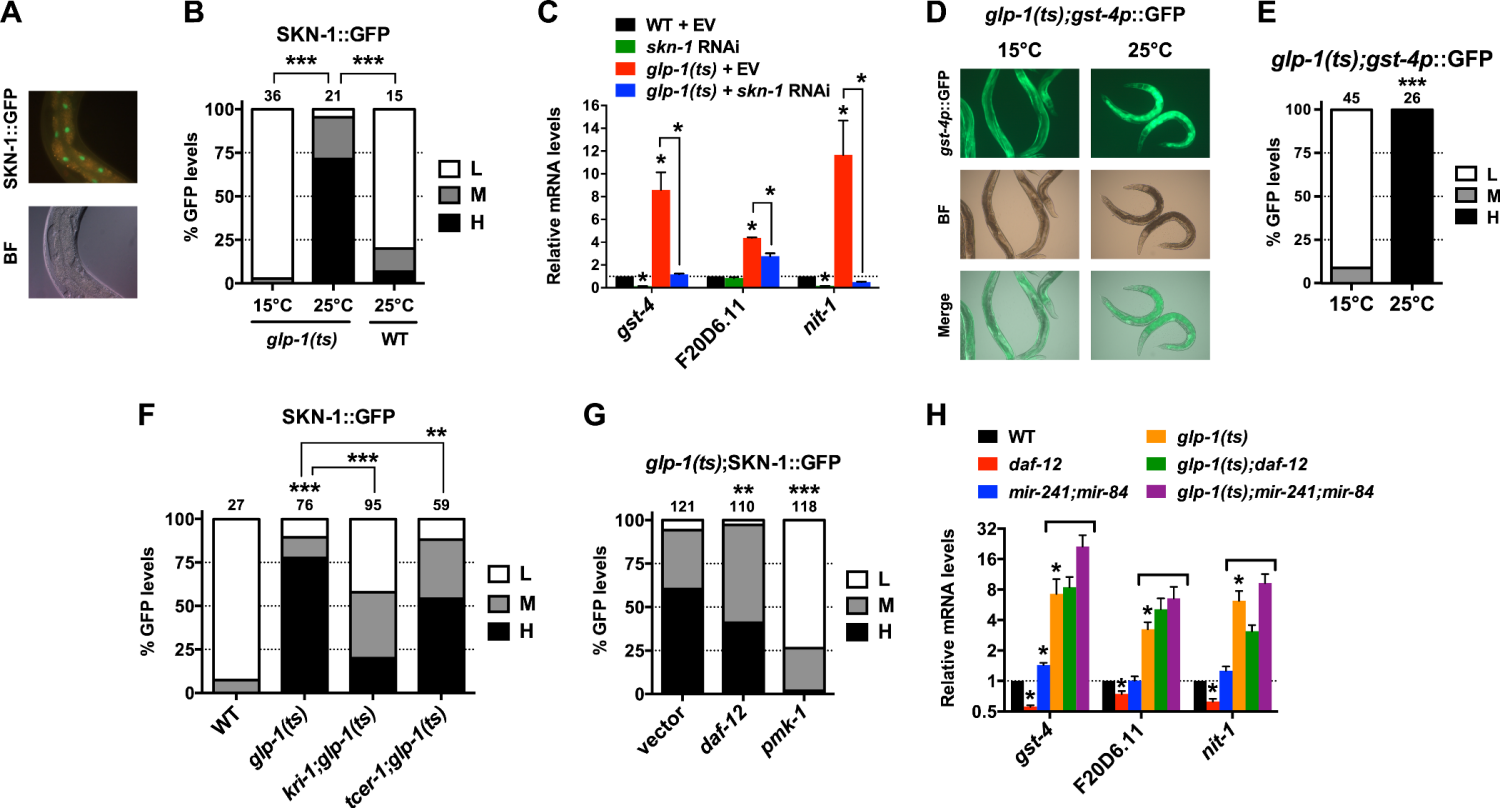
GSCs inhibit SKN-1 activity in the intestine. (**A**) Representative images of SKN-1::green fluorescent protein (GFP) in intestinal nuclei; GFP channel (top), bright field (BF; bottom). (**B**) Accumulation of SKN-1::GFP in intestinal nuclei in GSC(−) animals. (**C**) *skn-1*-dependent activation of direct SKN-1 target genes (Robida-Stubbs et al., 2012) in response to GSC absence, detected by qRT-PCR. (**D**, **E**) Increased expression of *gst-4p*::GFP in the intestine of *glp-1(ts)* animals. Hypodermal *gst-4p*::GFP expression appeared to be unaffected. (**D**) Representative 10× images. (**E**) Intestinal *gst-4p*::GFP quantification. (**F**–**H**) GSCs regulate SKN-1 parallel to DAF-16 and DAF-12. In (**H**), SKN-1 target genes are assayed by qRT-PCR. *glp-1(ts)* refers to *glp-1(e2141ts)*, and horizontal black lines indicate strains lacking GSCs. (**C**, **H**) Data are represented as mean ± SEM. n = 3 for qRT-PCR samples. (**B**, **E**–**G**) GFP quantification with high, medium, low scoring. Numbers above bars denote sample size. p < 0.05*; p < 0.01**; p < 0.001***. **DOI:** http://dx.doi.org/10.7554/eLife.07836.006

### SKN-1 reprograms stress resistance and metabolism in GSC(−) animals

To investigate how SKN-1 promotes longevity and stress resistance upon GSC loss, we used RNA sequencing (RNA-seq) to identify genes that are (1) expressed at higher levels in adult somatic tissues when germ cells are largely absent and (2) dependent upon SKN-1 (Figure 3A). 

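Worms were collected whole on day 1 of adulthood after growth at 25°C, so each library mixes RNA from the soma with RNA from the germline and, in wild type (WT), from embryos. WT is the N2 strain. The glp-1(ts) strain carries a temperature-sensitive allele of glp-1, a Notch receptor gene that germline stem cells need to proliferate, and it forms few germ cells at this temperature. Each strain was fed bacteria with the empty RNAi vector or bacteria that expressed double-stranded skn-1 RNA, which gave 4 groups of 3 biological replicates, 12 samples in all. The paper's methods start this feeding at the L1 larval stage, and the sample labels start it at the egg. Poly(A) RNA was sequenced as short single reads, which the authors aligned to the WBcel235 genome build with STAR and counted on genes with featureCounts. The paper's text names no strand setting for the counting, so genes that overlap could share reads.

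The authors removed genes that did not reach 1 CPM (read count scaled to the library total) in at least 2 samples, and then took log2 CPM with quantile normalization in voom. The values analysed here are these log2 CPM for 12595 genes. Quantile normalization gives every library nearly the same distribution, and the CPM of a library summed to between 980316 and 980342. The number of reads behind each library is therefore unknown from these values, and no counting error is given for single genes. A ribosomal RNA gene, rrn-3.1, held 45.8% of the CPM in every library. This gene and the yolk protein genes vit-2 and vit-6 had one value across all 12 libraries, so that no change in these 3 genes could be seen.

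The values were used as deposited, with no further filter or pseudocount. Group means were fitted with limma over all 12 libraries together, with a trend of the variance on expression and 8 residual degrees of freedom. Adjusted p-values are Benjamini-Hochberg values over all genes tested. A fold change between glp-1(ts) and WT compares shares of the total RNA of animals with and without a full germline, and not amounts per cell. One result bears on all comparisons with skn-1 RNAi. The skn-1 mRNA itself fell in WT but not in the glp-1(ts) libraries labelled skn-1 RNAi, which are therefore named by their label.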

We compared intact *glp-1(ts)* (GSC(−)) animals to wild-type GSC(+) controls at the non-permissive temperature of 25°, analyzing day-1 adults in which development was complete and performing differential expression analyses on the normalized RNA-seq data for 12,595 expressed genes (Figure 3B). 

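The first principal component over the 12595 genes held 80.6% of the variance and separated every glp-1(ts) library from every WT library. Across genes, the libraries of one group correlated with Pearson's r from 0.967 to 0.975 for WT on vector and from 0.950 to 0.970 for glp-1(ts) on vector. On skn-1 RNAi food, r ranged from 0.952 to 0.966 in WT and from 0.967 to 0.971 in glp-1(ts). Genes within one sample are not independent replicates, so these r values only describe the libraries. Between the strains on vector, 4958 genes were higher in glp-1(ts) and 4788 were lower by limma with Benjamini-Hochberg adjustment, 77.4% of all genes tested. The groups did not overlap for 10212 genes (81.1%), where chance gives 10% with 3 libraries against 3. The alternative that moved these counts most kept only genes with a mean of at least 4 CPM, and gave 3566 genes higher and 3557 lower.

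The genes with the largest increases, among those called with groups that did not overlap, were clec-61 (WBGene00014047, log2 fold change 5.81), F17B5.1 (5.41), clx-1 (5.34), srd-35 (5.32) and K02E11.10 (5.25). The largest decreases were in H11L12.1 (WBGene00019189, log2 fold change −8.14), cTel55X.1 (−7.98), R09E10.5 (−5.92), EEED8.13 (−5.60) and D2096.1 (−5.53). Benjamini-Hochberg adjusted p-values of these 10 genes from limma were at most 0.00187, the value for clx-1.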

We detected similar expression levels of SKN-1 upregulated targets in qRT-PCR analyses of the samples used for sequencing, giving us confidence in our RNA-seq results (Figure 3—figure supplement 1A). Moreover, in the GSC(−) gene set, the canonical DAF-16 targets *mtl-1* and *sod-3* (Murphy et al., 2003; Kenyon, 2010) were upregulated (Supplementary file 1a), and functional groups that are characteristic of germline-specific genes were under-represented (Figure 3—figure supplement 1B).

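The SKN-1 targets gst-4 and nit-1 were read from the sequencing of these samples. The gene gst-4 (WBGene00001752), a glutathione S-transferase gene, lies on chromosome IV of WBcel235 from 10142225 to 10143099 and overlaps dhs-12. Its level on vector was 3.82 ± 0.38 log2 CPM (SD, n = 3) in WT and 5.88 ± 0.27 (SD, n = 3) in glp-1(ts). This difference of 2.06 (standard error 0.29) had an adjusted p of 1.74e-05 by limma with Benjamini-Hochberg adjustment. It ran from 1.87 without replicate 2 to 2.25 without replicate 1 of the WT vector libraries. Of the alternatives that kept all libraries, log2(CPM + 1) moved it most, to a log2 fold change of 1.98. With skn-1 RNAi, gst-4 was at 1.75 ± 0.68 (SD, n = 3) in WT, a log2 fold change of −2.08, with an adjusted p of 0.0127 by limma with Benjamini-Hochberg adjustment. The adjusted p in WT by limma with Benjamini-Hochberg adjustment ranged from 0.00114 to 0.130 over 10 alternatives, the latter with only the groups compared in the fit. It was 0.0723 without replicate 1 and 0.0693 without replicate 3 of the WT vector libraries (limma, Benjamini-Hochberg). In the glp-1(ts) libraries labelled skn-1 RNAi, whose skn-1 mRNA did not fall, gst-4 was at 4.23 ± 0.07 (SD, n = 3), a log2 fold change of −1.65 with an adjusted p of 0.0324 by limma with Benjamini-Hochberg adjustment. Over 10 alternatives its adjusted p by limma with Benjamini-Hochberg adjustment ranged from 0.00316 to 0.102, the latter without a trend. That call was kept in 5 of the 12 fits that each left out one library, where the highest adjusted p by limma with Benjamini-Hochberg adjustment was 0.107, without replicate 2 of the glp-1(ts) libraries labelled skn-1 RNAi. The difference between the effects in the strains was 0.42, with an adjusted p of 0.917 by limma with Benjamini-Hochberg adjustment.

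A nitrilase gene, nit-1 (WBGene00014206), lies on chromosome III from 3922207 to 3923873 and overlaps ZK1058.9. Its level rose from 1.79 ± 0.32 log2 CPM (SD, n = 3) in WT to 3.11 ± 0.31 (SD, n = 3) in glp-1(ts) on vector. This log2 fold change of 1.32 came with an adjusted p of 0.00288 by limma with Benjamini-Hochberg adjustment. In the glp-1(ts) libraries labelled skn-1 RNAi it was at −0.08 ± 0.62 (SD, n = 3), and the log2 fold change of −3.19 had an adjusted p of 0.00341 by limma with Benjamini-Hochberg adjustment. In WT, skn-1 RNAi gave a log2 fold change of −1.80, with an adjusted p of 0.0582 by limma with Benjamini-Hochberg adjustment. Over 9 alternatives this adjusted p by limma with Benjamini-Hochberg adjustment ranged from 0.0455, with the replicate number as a block, to 0.204. When replicate 2 of the glp-1(ts) libraries labelled skn-1 RNAi was left out it was 0.0429 by limma with Benjamini-Hochberg adjustment. The effects in WT and glp-1(ts) differed by −1.38, with an adjusted p of 0.832 by limma with Benjamini-Hochberg adjustment.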

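The metallothionein gene mtl-1 (WBGene00003473) lies on chromosome V of WBcel235 from 6691371 to 6691863. It rose from 2.93 ± 0.74 log2 CPM (SD, n = 3) in WT to 6.73 ± 0.52 (SD, n = 3) in glp-1(ts), a 13.9-fold change. Its log2 fold change of 3.80 (standard error 0.49) had an adjusted p of 8.35e-06 by limma with Benjamini-Hochberg adjustment. The superoxide dismutase gene sod-3 (WBGene00004932) lies on chromosome X from 17092753 to 17094306 and overlaps C08A9.3 and lido-1. It rose from 1.43 ± 0.36 log2 CPM (SD, n = 3) to 4.65 ± 0.28 (SD, n = 3), a 9.31-fold change. For sod-3 the log2 fold change of 3.22 had an adjusted p of 1.30e-06 by limma with Benjamini-Hochberg adjustment. Neither gene's fold change lost its call when any one library was left out.

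Germline genes were read as lists chosen from general knowledge and not from these libraries. All 23 genes of a germline list, which holds P granule, meiotic and oocyte genes such as pgl-1, gld-1, htp-3 and oma-1, were lower in glp-1(ts), with a median log2 fold change of −3.12 and a range from −3.90 to −1.35. The 23 genes were called over all genes and when adjusted over the list alone. Their mean per library was 6.98 ± 0.13 log2 CPM (SD, n = 3) in WT and 3.98 ± 0.63 (SD, n = 3) in glp-1(ts) on vector. Replicate 3 of the glp-1(ts) vector libraries had the highest mean of that group, 4.69, against 3.50 and 3.75 in the other two. An exact two-sided permutation test gave p = 0.1, the smallest that 3 libraries against 3 allow. Of 7 eggshell and oocyte genes, 5 were lower and 2 were higher, with a median of −3.27, and 6 were called over all genes and 7 when adjusted over the list alone. The glp-1 mRNA itself fell by 2.12, from 7.09 ± 0.14 log2 CPM (SD, n = 3) to 4.97 ± 0.41 (SD, n = 3).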

**Figure 3.**
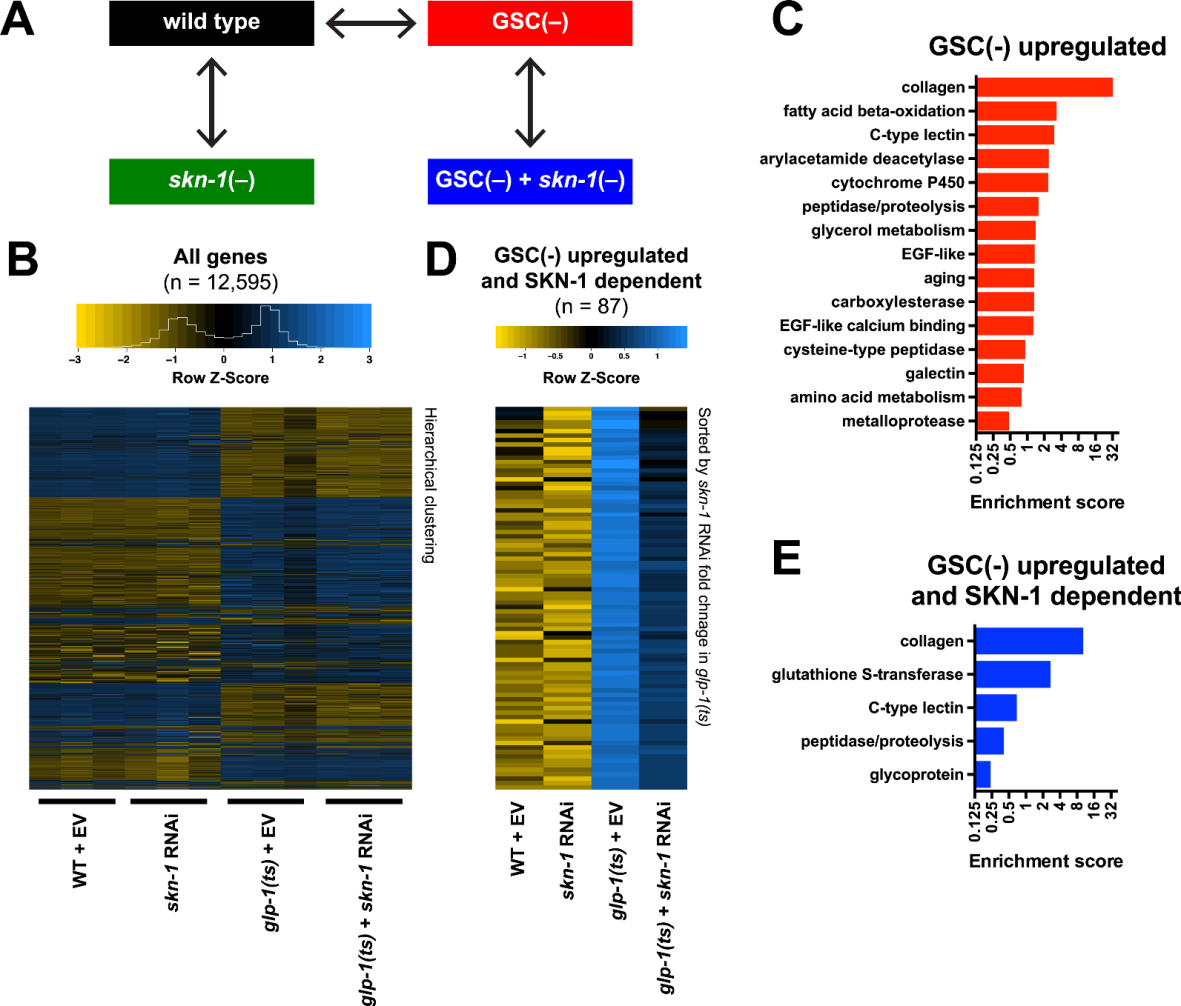
Effects of GSC absence and *skn-1* on gene expression. (**A**) RNA-seq experiment setup. For each condition, three biological replicates were obtained from synchronized intact day-1 adults at 25°C. Arrows indicate comparisons that were made, and GSC(−) refers to *glp-1(ts)*. (**B**) Heatmap of all genes evaluated, showing biological replicates. (**C**) DAVID functional annotation analysis of GSC(−)-upregulated genes. (**D**) Heatmap of genes upregulated in *glp-1(ts)* in a *skn-1*-dependent manner (87 genes; fold change (FC) > 4 in GSC(−); FC < 0.67 with *skn-1* RNAi in GSC(−)). (**E**) Functional annotation of the genes shown in (**D**). Genes and additional statistics are provided in Supplementary file 1a,d. **DOI:** http://dx.doi.org/10.7554/eLife.07836.007

**Figure 3—figure supplement 1.**
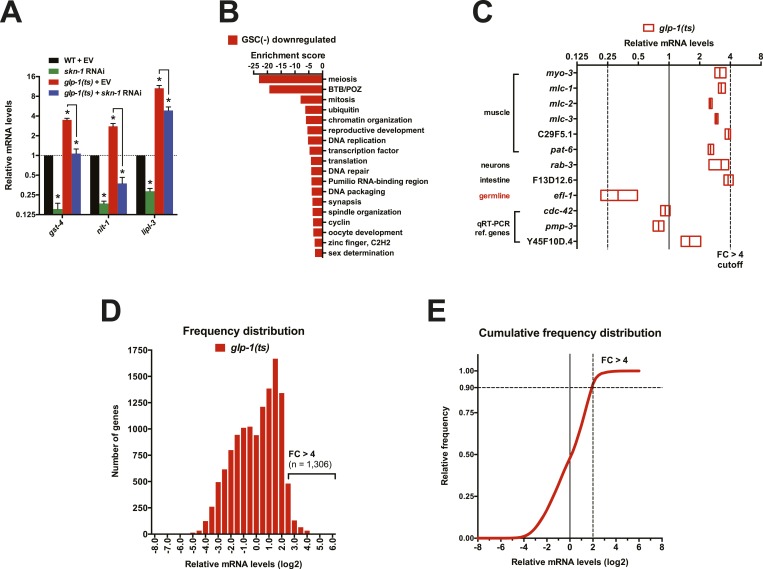
Gene expression changes following GSC inhibition. (**A**) qRT-PCR validation of RNA samples used for RNA-seq. *gst-4* and *nit-1* are direct SKN-1 targets (Robida-Stubbs et al., 2012). Data are represented as mean ± SEM. n = 3; p < 0.05*. Analysis of a different RNA sample set is shown in Figure 2D. (**B**) DAVID analysis of genes that were downregulated in *glp-1(ts)*. Processes related to GSC maintenance and reproduction were highly represented, as expected. (**C**) Altered abundance of tissue-specific genes in GSC(−) animals. Adult hermaphrodite worms have 959 somatic cells and ∼2000 GSCs (Kimble and Crittenden, 2005). A representative somatic-specific gene would therefore be predicted to be present at higher relative abundance in GSC(−) samples after normalization to either total RNA or reference housekeeping genes. Accordingly, representative somatic tissue-specific genes (Richmond, 2005; Moerman and Williams, 2006; Chikina et al., 2009) were present at threefold to fourfold higher relative levels in the GSC(−) samples. By contrast, a germline-specific gene (*efl-1*) was underrepresented (∼4×) in GSC(−) samples. Reference genes that are ubiquitously expressed in all tissues and commonly used for qRT-PCR normalization (Hoogewijs et al., 2008) do not have altered relative abundance in the GSC(−) samples. (**D**, **E**) Frequency distribution plots of mRNA levels in *glp-1(ts)* worms relative to wild type. A cutoff of FC > 4 denotes 1,306 out of 12,595 genes sequenced (10.4%). **DOI:** http://dx.doi.org/10.7554/eLife.07836.008

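The germline-enriched gene efl-1 (WBGene00001161), on chromosome V of WBcel235 from 16958590 to 16965675, was at 4.68 ± 0.07 log2 CPM (SD, n = 3) in WT and 2.92 ± 0.64 (SD, n = 3) in glp-1(ts) on vector. It was 3.39 times lower in glp-1(ts), and its log2 fold change of −1.76 had an adjusted p of 4.46e-05 by limma with Benjamini-Hochberg adjustment. Without replicate 3 of the glp-1(ts) vector libraries the log2 fold change was −2.13.

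Of the 3 reference genes, cdc-42 (WBGene00000390, chromosome II from 7616452 to 7618245, overlapping R07G3.8) was at 6.28 ± 0.06 log2 CPM (SD, n = 3) in WT and 6.15 ± 0.15 (SD, n = 3) in glp-1(ts). Its log2 fold change of −0.13 had an adjusted p of 0.394 by limma with Benjamini-Hochberg adjustment. The gene pmp-3 (WBGene00004060, chromosome V from 14646739 to 14653493, overlapping slc-25A29) was at 5.16 ± 0.09 (SD, n = 3) in WT and 4.82 ± 0.18 (SD, n = 3) in glp-1(ts). For pmp-3 the log2 fold change of −0.35 had an adjusted p of 0.0468 by limma with Benjamini-Hochberg adjustment, from 0.0249 to 0.0661 over 9 alternatives. That call was kept in 4 of the 12 fits that each left out one library. The third, Y45F10D.4 (WBGene00012885, chromosome IV from 13783962 to 13784680, overlapping lact-9), rose from 4.27 ± 0.16 (SD, n = 3) to 4.91 ± 0.34 (SD, n = 3). The log2 fold change of Y45F10D.4 was 0.64, with an adjusted p of 0.0176 by limma with Benjamini-Hochberg adjustment. It kept its call in 9 of the 12 fits that each left out one library, and without replicate 1 of the glp-1(ts) vector libraries it fell to 0.45. Over the 3 genes the median log2 fold change was −0.13. The calls numbered 2 over all genes and 1 when adjusted over the list alone.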

No previous studies have globally profiled genes that are upregulated in the soma in response to germ cell loss. mRNAs that are present at higher relative levels in GSC(−) samples compared to WT would include not only those genes, but also genes that are expressed only in somatic cells, because the germline accounts for about two-thirds of all adult nuclei (Kimble and Crittenden, 2005). To gauge the maximal extent of this background, we examined mRNAs that are expressed specifically in somatic tissues. These somatic-specific mRNAs were enriched threefold to fourfold in the GSC(−) samples, approximately, the level predicted from the 2:1 proportion of germline to somatic nuclei (Figure 3—figure supplement 1C). Accordingly, if an mRNA that is not somatic specific was present at a fourfold-elevated level in GSC(−) samples, we considered this mRNA to be upregulated in the soma in response to GSC absence, although we expect that this stringent cutoff would miss many upregulated genes.

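The paper's somatic list holds 8 genes, with the muscle genes myo-3, mlc-1, mlc-2, mlc-3 and pat-6 and the neuronal gene rab-3 among them. All 8 were higher in glp-1(ts) than in WT on vector, from 2.54-fold to 3.84-fold, with a median of 3.17-fold (log2 fold change 1.66). The 8 genes were called over all genes and when adjusted over the list alone. The mean of the list per library was 5.27 ± 0.18 log2 CPM (SD, n = 3) in WT and 6.91 ± 0.06 (SD, n = 3) in glp-1(ts), and an exact two-sided permutation test gave the smallest p it allows, 0.1. The value moved most without replicate 2 of the WT vector libraries, to a median log2 fold change of 1.43. Lists of 6 genes each for intestine, muscle and neurons, written from general knowledge, had medians of 1.75, 1.65 and 1.69. Of these, 6, 6 and 5 genes were called over all genes, and 6 of each list when adjusted over the list alone. Whole animals express the genes of every list. The muscle and neuron lists each share 1 gene with the paper's list, myo-3 and rab-3. In the skn-1 RNAi comparisons none of these 4 lists held a called gene, with medians of 0.03 for the paper's somatic list, −0.34 for intestine, −0.12 for muscle and −0.03 for neurons in WT. The median of the somatic list in WT turned to −0.03 with libraries centred on the reference genes. In glp-1(ts) the medians were 0.11, 0.11, 0.17 and 0.21.

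**Figure D1:**
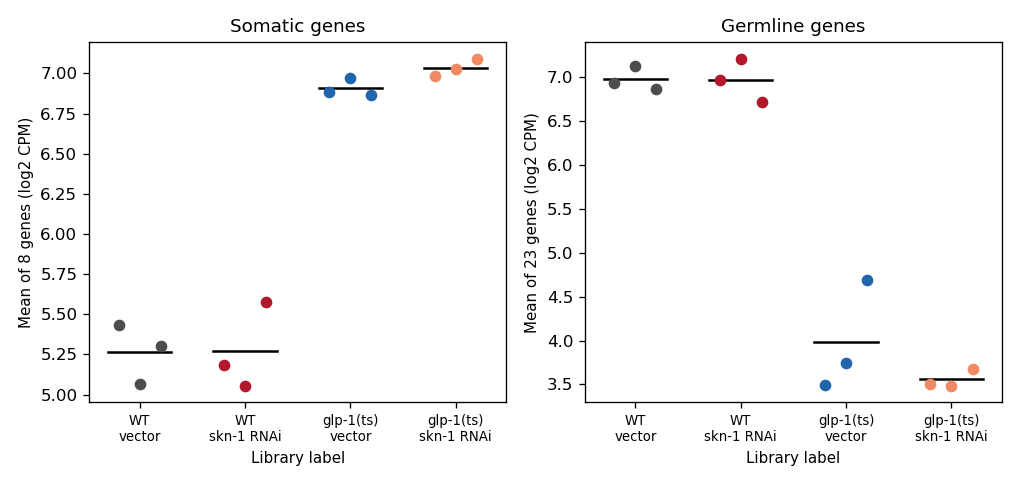
Mean log2 CPM per library of the paper's 8 somatic genes and of 23 germline genes in the 4 groups. Each point is a library and each line is the mean of its group, and the somatic genes are higher in every glp-1(ts) library while the germline genes are lower.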

In GSC(−) animals, 1306 and 615 genes were upregulated more than fourfold and fivefold, respectively, indicating a broad remodeling of transcription (Figure 3—figure supplement 1D,E; Supplementary file 1a). 

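With the paper's cutoffs, a fold change over 4 or over 5 with an unadjusted p under 0.05 from limma, 1313 and 616 genes were higher in glp-1(ts) than in WT on vector. Of the 1306 genes that the paper lists in Supplementary file 1a, 1305 were among the 1313. The authors' deposited table gives 1306 and 615 genes at the same cutoffs. The median log2 fold change of all genes was 0.27. The pseudocount moved these counts most, since log2(CPM + 1) shrinks the changes of genes near the floor, and gave 645 genes over 4-fold. Keeping only genes with a mean of at least 4 CPM left 353 genes over 5-fold. When any one library was left out, the counts ran from 1182 to 1542 and from 544 to 796, with both highest values obtained without replicate 3 of the glp-1(ts) vector libraries.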

In the latter set, which is more amenable to functional annotation analysis because of its smaller size, the most prominently overrepresented category was collagen (Figure 3C; Supplementary file 1a). 

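Collagen genes were taken as the 99 genes named col- with a number. Of the 616 genes over 5-fold, 48 were collagens, where 4.84 would fall by chance among the 12595 genes tested. The odds ratio was 19.7 (one-sided Fisher's exact test, p = 9.82e-37, or 3.93e-35 after Benjamini-Hochberg adjustment over 40 such tests of gene families). Among the genes over 4-fold there were 57 collagens, an odds ratio of 12.1. As a group the 99 collagens had a median log2 fold change of 2.27, with 89 higher and 10 lower. Of them, 83 were called by limma with Benjamini-Hochberg adjustment over all genes and 84 when adjusted over the list alone. Fisher's exact test takes genes as independent, whereas the collagens varied together, with an estimated correlation of 0.224. As a set their rise was called by camera with a preset correlation of 0.01 (p = 4.37e-08) and by fry (p = 3.32e-05). Camera with the estimated correlation did not call it (p = 0.146). Over 12 alternatives the odds ratio at 5-fold ran from 13.1 to 23.1. Without replicate 2 of the glp-1(ts) vector libraries it fell to 11.9, its lowest value when any one library was left out. The mean of the collagens per library was 2.26 ± 0.32 log2 CPM (SD, n = 3) in WT and 4.25 ± 0.62 (SD, n = 3) in glp-1(ts). Collagens are close relatives, and reads that match several of them could be split between them in the counting.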

Although collagens may be expressed primarily in the soma, this overrepresentation is likely to be meaningful because of the extent to which these genes were upregulated (Supplementary file 1a), and because collagens are generally overrepresented in other longevity-associated gene sets, with certain collagens being critical for lifespan extension (Ewald et al., 2015). Also, notably upregulated in GSC(−) animals were genes involved in detoxification, immunity (C-type lectin and galectin), and metabolism, particularly FA oxidation and other lipid metabolism processes (Figure 3C; Supplementary file 1a).

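Other families were counted in the same way by their gene names, and the p-values are from one-sided Fisher's exact tests adjusted by Benjamini-Hochberg over the same 40 tests. Of 91 C-type lectin genes (clec-), 30 were over 4-fold, an odds ratio of 4.30 (adjusted p = 6.13e-08 by Fisher's exact test). Of 12 galectin genes (lec-), 5 were over 4-fold, an odds ratio of 6.16 (adjusted p = 0.0159 by Fisher's exact test). Among the detoxification families, 12 of 32 glutathione S-transferases (gst-) were over 4-fold, an odds ratio of 5.19 (adjusted p = 0.000387 by Fisher's exact test). For cytochromes P450 (cyp-) these were 15 of 57, an odds ratio of 3.09 (adjusted p = 0.00247 by Fisher's exact test). The glucuronosyltransferases (ugt-) had 10 of 55 over 4-fold, an odds ratio of 1.92 that did not pass the adjustment (adjusted p = 0.0940 by Fisher's exact test). The lipid metabolism genes of Figure 5A had 19 of 92 over 4-fold, an odds ratio of 2.25 (adjusted p = 0.00886 by Fisher's exact test).

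Over 5-fold, with p-values adjusted over the same 40 tests, there were 18 C-type lectins (odds ratio 4.91, adjusted p = 3.33e-06 by Fisher's exact test), 3 galectins (6.51, adjusted p = 0.0409), 8 cytochromes P450 (3.20, adjusted p = 0.0166) and 12 lipid genes (2.95, adjusted p = 0.00616). The 3 glutathione S-transferases over 5-fold (odds ratio 2.02, adjusted p = 0.303 by Fisher's exact test) and the 6 glucuronosyltransferases (2.39, adjusted p = 0.0926) did not pass the adjustment. Median log2 fold changes of the whole families were 1.66 for C-type lectins, 1.85 for galectins, 1.77 for glutathione S-transferases, 1.25 for cytochromes P450 and 1.49 for glucuronosyltransferases. All 12 galectins were higher, as were 80 of 91 C-type lectins, 29 of 32 glutathione S-transferases, 52 of 57 cytochromes P450 and 52 of 55 glucuronosyltransferases. The directions of these medians were the same with the libraries centred on the reference genes or on their medians. For comparison, the 8 somatic genes have a median of 1.66 in the same libraries. The numbers called over all genes and when adjusted over the list alone were 71 and 72 C-type lectins, 12 and 12 galectins, 21 and 21 glutathione S-transferases, 39 and 39 cytochromes P450, and 37 and 37 glucuronosyltransferases. Sperm genes were looked at as a contrast. All 9 major sperm protein genes (msp-) were higher, and 4 were over 4-fold, an odds ratio of 6.89 (adjusted p = 0.0241 by Fisher's exact test), above those of the detoxification families and the galectins. Over 5-fold there were 2 (odds ratio 5.57, adjusted p = 0.105 by Fisher's exact test). Of the 9, 5 were called over all genes and 2 when adjusted over the list alone, and reads could be split between these near-identical genes.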

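The level of skn-1 (WBGene00004804) was read first in every library, since skn-1 is the gene that the RNAi food targets. It lies on chromosome IV of WBcel235 from 5651039 to 5660384 and overlaps csn-5 and clec-178. In WT the replicates on skn-1 RNAi were at 4.56, 5.03 and 4.37 log2 CPM. Means in WT were 6.32 ± 0.21 (SD, n = 3) on vector and 4.65 ± 0.34 (SD, n = 3) on skn-1 RNAi. This log2 fold change of −1.67 (standard error 0.21) had an adjusted p of 0.00782 by limma with Benjamini-Hochberg adjustment. It was lower in each of 3 replicate pairs. Without replicate 1 of the WT vector libraries the adjusted p by limma with Benjamini-Hochberg adjustment was 0.0579, at a log2 fold change of −1.65, and over 10 other alternatives it ranged from 0.00110 to 0.0370.

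In glp-1(ts) the vector libraries were at 6.07, 6.17 and 6.23 log2 CPM and those labelled skn-1 RNAi at 5.73, 6.60 and 6.08. Their means were 6.15 ± 0.08 (SD, n = 3) and 6.14 ± 0.44 (SD, n = 3), and the log2 fold change of −0.02 had an adjusted p of 0.991 by limma with Benjamini-Hochberg adjustment. Its sign changed without replicate 3 of the glp-1(ts) vector libraries (0.02), without replicate 1 of the libraries labelled skn-1 RNAi (0.19) and without replicate 3 of those (0.01). The effects in the strains differed by 1.66 (standard error 0.30), with an unadjusted p of 8.04e-05 in limma, and with a Benjamini-Hochberg adjusted p of 0.732 over all genes. On vector, skn-1 differed little between the strains, with a log2 fold change of −0.17 in glp-1(ts) and an adjusted p of 0.467 by limma with Benjamini-Hochberg adjustment.

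**Figure D2:**
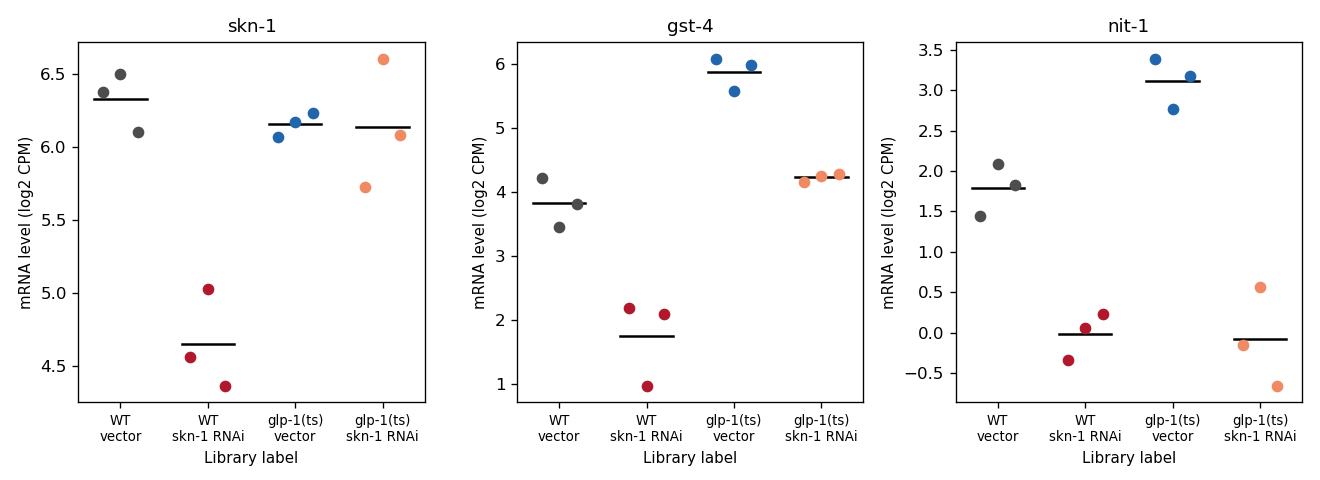
Log2 CPM of skn-1, gst-4 and nit-1 per library in the 4 groups. Each point is a library and each line is the mean of its group, and skn-1 is lower on skn-1 RNAi in WT but not in the glp-1(ts) libraries labelled skn-1 RNAi, whereas gst-4 and nit-1 are lower in both.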

We used RNAi to investigate the contribution of *skn-1* to gene expression in GSC(−) animals (Figure 3A). A previous microarray analysis of *skn-1* RNAi-treated L4 larvae at 20°C found that in the absence of acute stress, SKN-1 upregulates genes involved in processes that include detoxification, lipid metabolism, immunity, and proteostasis (Oliveira et al., 2009; Li et al., 2011). Similar processes were prominent in the sets of genes for which *skn-1* RNAi reduced expression at 25°C in day-1 WT adults (‘SKN-1 upregulated in WT genes’; ≥33% reduction, p < 0.05) (Supplementary file 1b) or day-1 GSC(−) animals (‘SKN-1-upregulated in GSC(−) genes’; ≥33% reduction, p < 0.05) (Supplementary file 1c). 

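At a fold change under 0.67 with an unadjusted p under 0.05 from limma, skn-1 RNAi lowered 286 genes in WT and 559 genes in the glp-1(ts) libraries labelled skn-1 RNAi. The mirrored cutoff gave 203 and 326 raised genes. Of the genes the paper lists in Supplementary file 1b, 261 were among the 286. The authors' deposited table gives 296 lowered genes in WT, 262 of them shared. In glp-1(ts) 499 genes were shared with it. Unadjusted p-values under 0.05 were found for 750 genes in WT and 1318 in glp-1(ts), where 630 would be expected by chance. The groups did not overlap for 10.8% of genes in WT and 14.6% in glp-1(ts), against 10% by chance. With Benjamini-Hochberg adjustment limma called 22 genes in WT (10 higher, 12 lower) and 45 in glp-1(ts) (7 higher, 38 lower). These counts moved when single libraries were left out, in WT from 0 (without replicate 1 of the vector libraries) to 31 and in glp-1(ts) from 9 (without replicate 1 of the libraries labelled skn-1 RNAi) to 63. Raised genes in WT numbered 131 without replicate 3 of the WT skn-1 RNAi libraries. With the replicate number as a block, limma called 59 genes in WT and 99 in glp-1(ts) after Benjamini-Hochberg adjustment, and all 22 and all 45 genes were among them. No gene passed the adjustment for a difference between the effects in WT and glp-1(ts), with 745 genes at an unadjusted p under 0.05. Fold change alone gave 748 lowered genes in WT and 1014 in glp-1(ts), and adjusted p-values with the same fold change gave 12 and 38.

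Among genes called with groups that did not overlap, the largest falls in WT were in dod-24 (WBGene00007875, log2 fold change −5.04), pqn-73 (−4.60), ZK6.6 (−3.16), C32H11.4 (−3.15) and asp-14 (−2.79). In glp-1(ts) they were in gst-16 (WBGene00001764, −5.02), C32H11.4 (−4.30), dod-24 (−4.27), clec-3 (−4.26) and F55G11.2 (−3.40). The Benjamini-Hochberg adjusted p-values of these genes from limma were between 0.00544 and 0.0352 in WT and between 0.00382 and 0.0449 in glp-1(ts). Both lists of lowered genes shared 41 genes where 12.7 would be shared by chance (odds ratio 3.81, one-sided Fisher's exact test, p = 2.44e-11). Of the genes lowered in WT, 190 (66.4%) were also lower in glp-1(ts).

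By family, 7 glucuronosyltransferases were among the genes lowered in WT, an odds ratio of 6.41 (one-sided Fisher's exact test, Benjamini-Hochberg adjusted p = 0.00154). Glutathione S-transferases numbered 5 in WT (odds ratio 8.09, adjusted p = 0.00284 by Fisher's exact test with Benjamini-Hochberg adjustment) and 7 in glp-1(ts) (odds ratio 6.09, adjusted p = 0.00209 by Fisher's exact test). There were 6 C-type lectins in WT (odds ratio 3.08, adjusted p = 0.0408 by Fisher's exact test) and 4 in glp-1(ts), 3 glucuronosyltransferases in glp-1(ts), 5 lipid genes in either strain and 1 cytochrome P450 in either. The galectins and the 9 major sperm protein genes gave 0 lowered genes at an unadjusted p under 0.05 in either strain. As whole families, the glucuronosyltransferases had 46 of 55 genes lower in WT, with a median log2 fold change of −0.21. Camera called this fall (2.37e-05 after Benjamini-Hochberg adjustment over 144 set tests), as did camera with the estimated correlation (p of 0.0455, unadjusted). Fry did not (p of 0.0502, unadjusted). An exact permutation gave p = 0.1, the smallest it allows, so it could not have called these genes. In glp-1(ts) 30 of them were lower, with a median of −0.07 (camera 0.484 after adjustment), and the difference between the strains was not called (camera 0.0591 after adjustment, fry 0.278 unadjusted). Of the glutathione S-transferases 24 of 32 were lower in WT (median −0.16, camera 0.000189 after adjustment) and 21 in glp-1(ts) (median −0.12, camera 0.0259 after adjustment), and neither call held in fry (0.124 and 0.200 unadjusted) or with the estimated correlation (0.126 and 0.289 unadjusted). Camera called none of the others after adjustment, with medians in WT and glp-1(ts) of 0.01 and 0.11 for C-type lectins, −0.09 and 0.02 for galectins, and 0.03 and 0.10 for cytochromes P450. The signs of the WT medians of C-type lectins (0.01) and cytochromes P450 (0.03) turned negative, to −0.06 and −0.03, when libraries were centred on the reference genes. Calls in either direction are given over all genes, then adjusted over the list alone. They were 2 and 3 glutathione S-transferases in WT and 3 and 6 in glp-1(ts), of which 2 and 3 and 3 and 5 were lower. For C-type lectins they were 0 and 5 in WT and 2 and 4 in glp-1(ts), of which 0 and 2 and 1 and 2 were lower. The 1 and 1 cytochromes P450 called in WT were higher. Of the 0 and 5 glucuronosyltransferases called in WT, 0 and 4 were lower.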

Our finding that SKN-1 nuclear occupancy is increased in GSC(−) animals (Figure 2) predicts that GSC inhibition would induce SKN-1 to activate genes. Accordingly, *skn-1* RNAi reduced expression of 87 genes that were upregulated at least fourfold in *glp-1(ts)* compared to WT (Figure 3D,E; Supplementary file 1d). This number probably underestimates the full contribution of SKN-1, because RNAi only partially reduces its activity. In addition to detoxification and lipid metabolism genes, these 87 genes included many involved in extracellular matrices (ECMs), as expected from the *skn-1*-dependence of many ECM genes that are upregulated in other long-lived *C. elegans* (Ewald et al., 2015). Many of these *skn-1*-dependent GSC(−) genes appear to be direct SKN-1 targets, as predicted by presence of SKN-1 binding sites in their upstream regions and direct binding of SKN-1 in genome-wide chromatin immunoprecipitation (ChIP) surveys (Supplementary file 1d). 

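The paper's test takes the smaller of the t statistics for glp-1(ts) against WT and for skn-1 RNAi in glp-1(ts), and compares it with a null of randomly generated t statistics. Here the null was computed directly for a pair of independent t statistics of opposite sign. Under this null neither comparison has an effect, and the p is the square of the unadjusted p of the weaker comparison. A small minimum-t p is therefore weaker evidence for an effect of skn-1 RNAi than its size implies. With a fold change over 4 in the first comparison, under 0.67 in the second and a minimum-t p under 0.05, 50 genes passed. By the fold changes alone 87 passed. The authors' deposited table holds 87 genes by the fold changes alone, 53 with a minimum-t p under 0.05 and 31 with a minimum-t FDR under 0.05, and 49 of the 53 were among the 50. Of the 50 genes, 30 had an unadjusted p under 0.05 for skn-1 RNAi in glp-1(ts) and 3 passed limma's Benjamini-Hochberg adjustment in that comparison. Of the 50, 12 were also lowered in WT by skn-1 RNAi, against 1.55 expected among the 1326 genes over 4-fold (one-sided Fisher's exact test, p = 7.41e-09).

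Both comparisons use the glp-1(ts) vector libraries, so a library that is high by chance enters both. In 100 simulations in which skn-1 RNAi changed nothing, a median of 92 genes (69 to 121) passed all 3 cutoffs when libraries of one replicate number varied together. By the fold changes alone the simulated median was 137.5. When the libraries varied independently the simulated median was 127 genes. Every simulated count lay above the count observed, so the simulations do not match these data. They show only that such a set can form without an effect of skn-1 RNAi. The number that passed rested on single libraries, with 28 genes without replicate 1 of the glp-1(ts) vector libraries (23 of them among the 50) and 184 without replicate 3 of that group (41 among the 50). Of the alternatives that kept all libraries, log2(CPM + 1), with 22 genes, and the germline score as a covariate, with 120, moved it most. The skn-1 mRNA did not fall in the libraries labelled skn-1 RNAi that give the direction here.

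The paper reasons that more SKN-1 in nuclei of GSC(−) animals (Figure 2) predicts that GSC inhibition makes SKN-1 activate genes. From genes that were higher in glp-1(ts) and reduced by skn-1 RNAi, it states that SKN-1 upregulates numerous genes tied to phenotypes of GSC-ablated animals. For many of these genes it also cites predicted SKN-1 binding sites and SKN-1 binding in ChIP surveys. Its Figure 2 adds qRT-PCR of direct targets and a gst-4 reporter. It proposes that the number of genes found underestimates the contribution of SKN-1, because RNAi reduces SKN-1 activity only in part.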

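The 50 genes that passed all 3 cutoffs included the glutathione S-transferases gst-4, gst-20 and gst-38, an odds ratio of 27.5 (one-sided Fisher's exact test, Benjamini-Hochberg adjusted p = 0.00154). From the lipid genes of Figure 5A they included lipl-3, cpt-3 and C48B4.1, an odds ratio of 8.93 (adjusted p = 0.0165 by Fisher's exact test with Benjamini-Hochberg adjustment). The glucuronosyltransferases ugt-43 and ugt-48 gave an odds ratio of 9.81 (adjusted p = 0.0422 by the same exact test), and the C-type lectins clec-66 and clec-258 one of 5.83 (adjusted p = 0.0926 by the same exact test). Of the major sperm protein genes msp-31 passed, an odds ratio of 31.9 that rests on 1 gene (adjusted p = 0.0704 by the same exact test). No cytochrome P450 or galectin passed. These odds ratios are against all genes tested. Against the genes over 4-fold alone, which are the genes that could pass, they were 8.05 for the glutathione S-transferases (adjusted p = 0.0884 by Fisher's exact test, Benjamini-Hochberg over 8 families), 5.01 for the lipid genes (adjusted p = 0.128 by Fisher's exact test), 6.58 for the glucuronosyltransferases (adjusted p = 0.138 by Fisher's exact test) and 1.79 for the C-type lectins (adjusted p = 0.525 by Fisher's exact test). For the major sperm protein genes the odds ratio was 8.62 (adjusted p = 0.285 by Fisher's exact test). None of the 8 families passed the adjustment against this background, which was chosen after the values were seen. The unadjusted p was 0.0111 for the glutathione S-transferases, 0.0319 for the lipid genes and 0.0517 for the glucuronosyltransferases.

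Among genes of the extracellular matrix, the collagens col-38 and col-180 passed, as did lon-3 and sqt-1. For the 2 genes named col- the odds ratio against all genes was 5.35 (one-sided Fisher's exact test, p = 0.0587, or 0.0940 after Benjamini-Hochberg adjustment). Against the genes over 4-fold alone it was 0.925 (one-sided Fisher's exact test, p = 0.645). By the fold changes alone 11 collagens were among the 87 genes, an odds ratio of 20.4. These collagens rested on single libraries. By the fold changes alone there were 3 collagens without replicate 2 of the glp-1(ts) vector libraries, 2 without replicate 3 of those labelled skn-1 RNAi, and 32 without replicate 3 of the glp-1(ts) vector libraries. As a whole the 99 collagens had a median log2 fold change of −0.05 in glp-1(ts) with skn-1 RNAi and 0.02 in WT, where the latter turned to −0.05 with libraries centred on the reference genes. None of them was called in either strain, over all genes or when adjusted over the list alone. Of the 99, 3 passed the cutoff for lowered genes (a fold change under 0.67 at an unadjusted p under 0.05) in WT and 1 in glp-1(ts). The genes of the 50 named here were picked because they passed.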

In summary, SKN-1 upregulates numerous genes that are associated with phenotypes seen in GSC-ablated animals, including increased stress resistance, immunity, and longevity, as well as alterations in lipid metabolism.

### SKN-1 increases proteasome activity in response to GSC loss

A previous RNAi experiment suggested that SKN-1 is dispensable for the elevated proteasome activity seen in GSC(−) animals (Vilchez et al., 2012). We re-examined this question because SKN-1 maintains proteasome gene expression and intestinal proteasome activity in WT *C. elegans* (Li et al., 2011), and because proteasome genes were prominent in the SKN-1-upregulated GSC(−) gene set (Supplementary file 1c). The proteasome holocomplex consists of a 20S barrel-like structure in which proteins are degraded, and a 19S regulatory cap that directs ubiquitylated proteins into this structure (Glickman and Ciechanover, 2002; Goldberg, 2003). 

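The 30 genes of Figure 4A for the 20S core (pas- and pbs- genes) and the 19S cap (rpn- and rpt- genes) of the proteasome were all lower in glp-1(ts) than in WT on vector. Their median log2 fold change was −0.97, with a range from −1.47 to −0.52. The mean of the list per library was 6.84 ± 0.05 log2 CPM (SD, n = 3) in WT and 5.86 ± 0.20 (SD, n = 3) in glp-1(ts). An exact two-sided permutation test gave p = 0.1, the smallest that 3 libraries against 3 allow. All 30 genes were called by limma with Benjamini-Hochberg adjustment over all genes and when adjusted over the list alone. As a set they gave p = 2.68e-08 in camera with a preset correlation of 0.01 between genes, and 7.71e-07 after Benjamini-Hochberg adjustment over 144 set tests. The call held in fry (p = 4.55e-06) but not in camera with the correlation estimated from the data (p = 0.121). The alternatives that kept all libraries moved the median little, from −1.03 with libraries centred on the reference genes to −0.96. With single libraries left out it ran from −1.05 without replicate 1 to −0.85 without replicate 2 of the glp-1(ts) vector libraries.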

In general, and consistent with previous findings (Vilchez et al., 2012), the relative levels of proteasome subunit mRNAs were lower in GSC(−) animals (Figure 4—figure supplement 1A), possibly because of the lack of germ cells. In both WT and GSC(−) animals, *skn-1* knockdown comparably decreased expression of 19S and 20S proteasome subunit genes (Figure 4A and Figure 4—figure supplement 1A), the majority of which appear to be direct transcriptional targets of SKN-1 (Figure 4B). 

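With skn-1 RNAi, all 30 subunit genes were lower in WT, with a median log2 fold change of −0.44 (−0.74 to −0.14), and all 30 were lower in the glp-1(ts) libraries labelled skn-1 RNAi, with a median of −0.64 (−1.06 to −0.34). The mean of the list per library went to 6.42 ± 0.05 log2 CPM (SD, n = 3) in WT and to 5.21 ± 0.07 (SD, n = 3) in glp-1(ts). In each replicate pair the mean fell, by 0.42, 0.43 and 0.40 in WT and by 0.66, 0.49 and 0.78 in glp-1(ts). In WT 0 genes were called by limma with Benjamini-Hochberg adjustment over all genes and 23 when adjusted over the list alone, with 5 past a fold change of 0.67 at an unadjusted p under 0.05. In glp-1(ts) 9 were called over all genes and 30 when adjusted over the list alone. The study shows these genes for their response in these samples, so the counts over the list are not independent evidence. As a set, the genes gave p = 3.87e-33 in WT and 4.12e-42 in glp-1(ts) in camera, and both calls held in fry (p = 0.00165 and 9.55e-05) and with the estimated correlation (p = 0.00567 and 0.00280).

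The difference between the effects in the strains had a median of −0.24, with 25 of 30 genes falling further in glp-1(ts). Camera gave p = 1.62e-06 for it, which did not hold in fry (p = 0.131) or with the estimated correlation (p = 0.174). An exact permutation test of the 3 pair differences of each strain gave p = 0.1, the smallest it allows. The difference was −0.16 without replicate 3 and −0.33 without replicate 2 of the glp-1(ts) vector libraries. The skn-1 mRNA did not fall in the glp-1(ts) libraries labelled skn-1 RNAi.

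**Figure D3:**
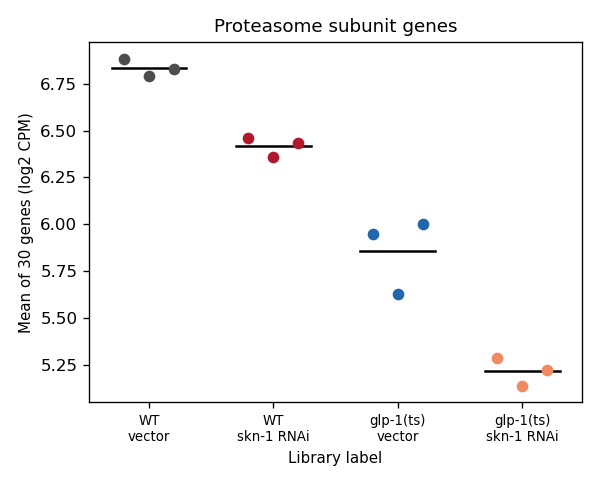
Mean log2 CPM per library of the 30 proteasome subunit genes of Figure 4A in the 4 groups. Each point is a library and each line is the mean of its group, and the libraries on skn-1 RNAi are lower than those on vector in each strain.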

As these findings would predict, in GSC(−) animals, the lack of *skn-1* dramatically reduced proteasome activity at days 1 and 5 of adulthood (Figure 4C,D, and Figure 4—figure supplement 1B–G). It is possible that in the earlier analysis (Vilchez et al., 2012), RNAi might not have inhibited *skn-1* expression sufficiently to detect its importance for proteasome activity in GSC(−) animals.

**Figure 4.**
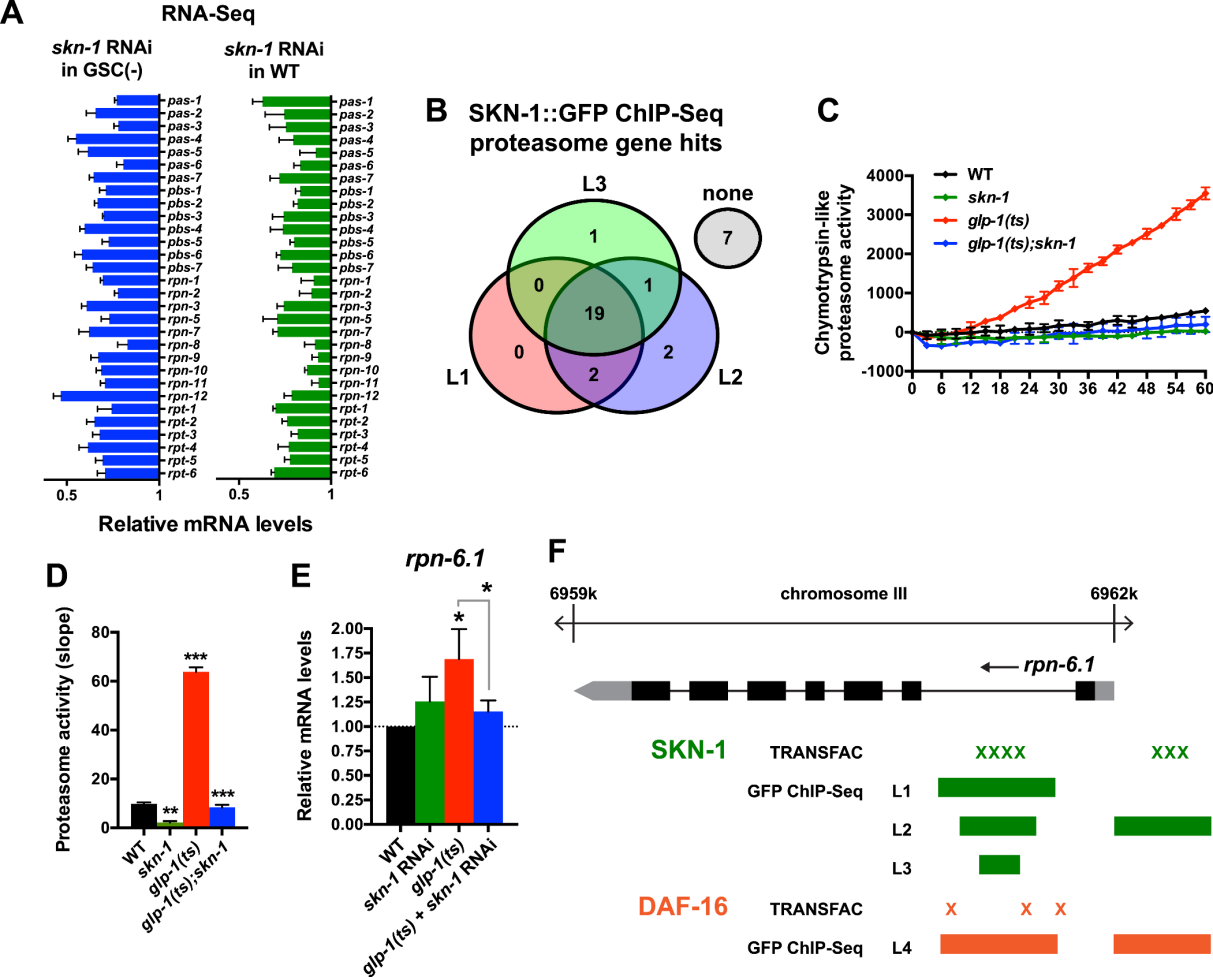
SKN-1 increases proteasome activity in response to GSC absence. (**A**) Reduction in relative proteasome gene subunit mRNA levels by *skn-1* RNAi, detected by RNA-seq. (**B**) Venn diagram indicating the number of proteasome subunit genes (*pas*, *pbs*, *rpn*, *rpt* families) that have SKN-1::GFP ChIP-seq peak hits near the transcription start site at the indicated larval stage (Niu et al., 2011). (**C**, **D**) SKN-1-dependence of increased chymotrypsin-related proteasome activity in GSC-ablated worms. The slopes from (**C**) are graphed in (**D**). Additional experiments are in Figure 4—figure supplement 1. (**E**) SKN-1-dependence of *rpn-6.1* upregulation. Data are represented as mean ± SEM. n = 3 for all experiments. p < 0.05*; p < 0.01**; p < 0.001***. (**F**) Direct binding of SKN-1 and DAF-16 to the *rpn-6.1* gene, indicated by TRANSFAC transcription factor binding prediction and modENCODE GFP ChIP-seq analyses. Both the predicted promoter and first intron of *rpn-6.1* are highly enriched for SKN-1 and DAF-16 binding. **DOI:** http://dx.doi.org/10.7554/eLife.07836.009

**Figure 4—figure supplement 1.**
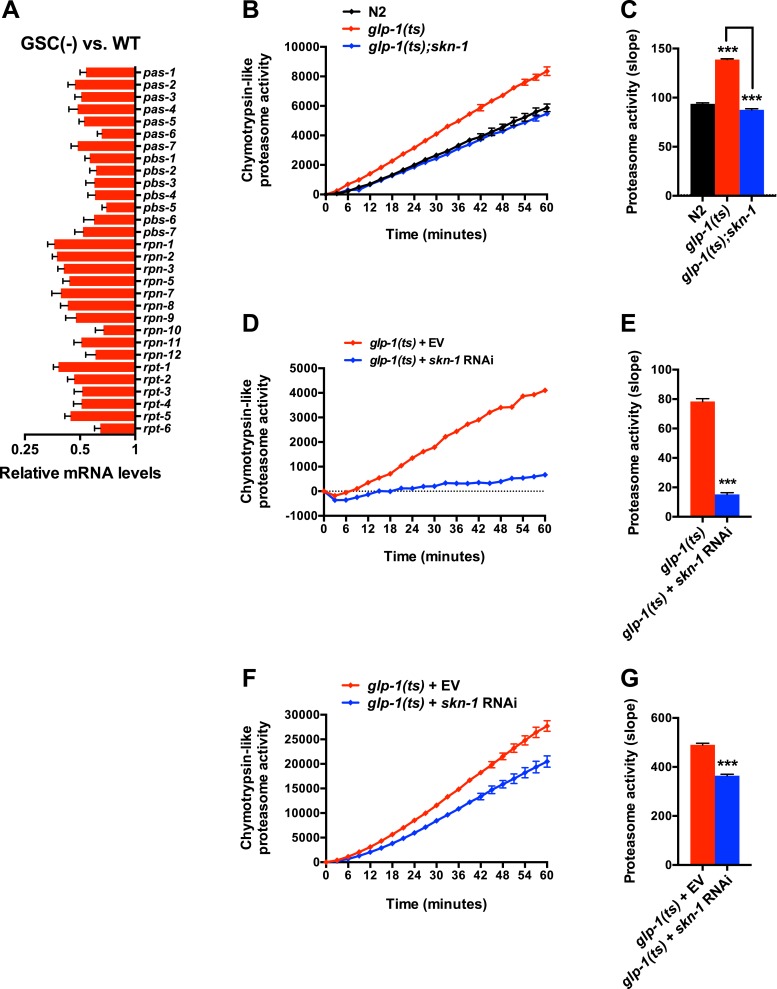
SKN-1-dependence of the increased proteasome activity in GSC(−) animals. (**A**) GSC absence reduces relative proteasome subunit gene mRNA abundance, detected by RNA-seq. (**B**, **C**) The *skn-1(zu135)* mutation suppresses the increase in 26S proteasome activity seen in day-1 adult *glp-1(ts)* animals. (**D**, **E**) *skn-1* RNAi administered from the egg stage suppresses proteasome activity in day-1 adult *glp-1(ts)* animals. (**F**, **G**) *skn-1* RNAi administered post-developmentally, starting at day-1 adulthood, significantly reduces proteasome activity in day-5 adult *glp-1(ts)* animals. (**B**, **D**, **F**) Kinetic curves of chymotrypsin-like proteasome activity. (**C**, **E**, **G**) Graphs of proteasome activity slopes. Data are represented as mean ± SEM. n = 3; p < 0.001***. **DOI:** http://dx.doi.org/10.7554/eLife.07836.010

The increased proteasome activity of GSC(−) animals is thought to derive from DAF-16-dependent transcriptional upregulation of the RPN-6.1/PSMD11 subunit, which connects the 19S and 20S proteasome particles (Vilchez et al., 2012). *rpn-6.1* appears to be unique among proteasome subunit genes, in that its mRNA levels are proportionally higher in GSC(−) animals (Vilchez et al., 2012) (Figure 4E). *skn-1* was required for this increased *rpn-6.1* expression (Figure 4E), and binding site and ChIP studies suggested that *rpn-6.1* is upregulated directly by both SKN-1 and DAF-16 (Figure 4F). We conclude that by promoting expression of multiple proteasome subunit genes, including *rpn-6.1*, SKN-1 plays a central role in the increased proteasome activity that results from GSC loss.

### SKN-1 regulates lipid metabolism

Genetic GSC inhibition increased expression of lipid metabolism genes that represent a wide range of processes, including FFA formation from triglyceride lipolysis, as well as FA oxidation, desaturation, and elongation (Figure 5A; Supplementary file 1a). Many of these genes were also upregulated by SKN-1 (Figure 5A; Supplementary file 1a–c). 

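Of the 103 lipid metabolism genes drawn in Figure 5A, 92 are in the data, and 77 of these were higher in glp-1(ts) than in WT on vector and 15 were lower. Their median log2 fold change was 1.23, with a range from −2.21 to 3.87. By limma with Benjamini-Hochberg adjustment 72 genes were called over all genes and 72 when adjusted over the list alone. The study drew this figure from these samples, so the count over the list is not independent evidence. As a set they gave p = 2.20e-06 in camera, and the call held in fry (p = 1.59e-08) and with the estimated correlation (p = 0.00859). By process, the median log2 fold change was 1.99 for triglyceride lipases, 1.50 for acyl-CoA synthetases, 2.36 for acyl-CoA oxidases, 1.10 for enoyl-CoA hydratases and 1.28 for hydroxyacyl-CoA dehydrogenases. Carnitine palmitoyltransferases were at 0.34, acyl-CoA dehydrogenases at 0.38 and thiolases at 0.32. Desaturases had a median of 1.29, elongases 0.96, fatty acid binding proteins 1.45 and lipid synthesis genes 0.76. The alternative that moved the median of all 92 most was log2(CPM + 1), with 0.92.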

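The same 92 genes went both ways with skn-1 RNAi. In WT 44 were lower and 48 higher, with a median log2 fold change of 0.01 (camera p = 0.682, fry p = 0.742, exact two-sided permutation of the list means p = 0.2), and in the glp-1(ts) libraries labelled skn-1 RNAi 37 were lower and 55 higher, with a median of 0.04 (camera p = 0.122, fry p = 0.270, exact permutation p = 0.9). These medians changed sign, in WT to −0.05 with libraries centred on the reference genes, and in glp-1(ts) to −0.01 with the germline score as a covariate. In WT the median was also negative without any one of 4 libraries, down to −0.05 without replicate 3 of the skn-1 RNAi libraries. In glp-1(ts) camera called it, upward, when only genes with a mean of at least 1 CPM or 4 CPM were kept. No gene was called in WT over all genes or when adjusted over the list alone by limma with Benjamini-Hochberg adjustment, and 1 was called in glp-1(ts) by both, ech-7, which was higher by 1.01. At the cutoffs of the paper (a fold change under 0.67 with an unadjusted p under 0.05) 5 genes were lowered in WT. These were ech-6 (−0.60), elo-6 (−0.62), lbp-8, F25C8.1 (−1.39) and lipl-3. In glp-1(ts) the 5 genes were lbp-7 (−0.60), C48B4.1 (−0.74), lipl-3, cpt-6 (−0.60) and cpt-3.

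By process, the medians ran in WT from −0.36 (acyl-CoA oxidases) to 0.16 (fatty acid binding proteins) and in glp-1(ts) from −0.13 (thiolases) to 0.38 (hydroxyacyl-CoA dehydrogenases). Elongases were the only process that camera called with skn-1 RNAi after Benjamini-Hochberg adjustment over 144 set tests, and they are singled out here after the values were seen. In WT 7 of 8 were lower, with a median of −0.26 (camera p = 0.00222, or 0.0139 after adjustment, fry p = 0.0233, or 0.0799 after adjustment, estimated correlation p = 0.0157, exact permutation p = 0.2). In glp-1(ts) their median was 0.08 (camera p = 0.261, exact permutation p = 0.9). The difference between the strains had a median of 0.41 (camera p = 0.00245, or 0.0147 after adjustment, estimated correlation p = 0.0164), which after adjustment did not hold in fry (0.0911). No elongase was called in WT by limma over all genes or when adjusted over the list alone.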

Of particular note, the high-confidence GSC(−) and SKN-1-upregulated gene set included the conserved lysosomal triglyceride lipase *lipl-3*, which increases *C. elegans* lifespan when overexpressed and is normally induced by fasting (O'Rourke and Ruvkun, 2013). This gene set also included the FA oxidation genes *acs-*10 (acyl-CoA synthetase), *cpt-3* (carnitine palmitoyltransferase), and *ech-9* (enoyl-CoA hydratase) (Figure 5A; Supplementary file 1d). This suggested that SKN-1 might have a major role in lipid metabolism, and how it is influenced by GSC absence.

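The lysosomal lipase gene lipl-3 (WBGene00020016) lies on chromosome V of WBcel235 from 521595 to 524218 and overlaps srw-107. On vector it was at 0.24 ± 0.65 log2 CPM (SD, n = 3) in WT and 2.81 ± 0.37 (SD, n = 3) in glp-1(ts). The log2 fold change of 2.57 (standard error 0.55) had an adjusted p of 0.000775 by limma with Benjamini-Hochberg adjustment. In the glp-1(ts) libraries labelled skn-1 RNAi it was at 1.35 ± 1.20 (SD, n = 3), and the 3 libraries, at 2.62, 1.16 and 0.25, overlapped those on vector. The log2 fold change of −1.47 had an unadjusted p of 0.0193 in limma and a Benjamini-Hochberg adjusted p of 0.363. It was −0.92 without replicate 3 of the libraries labelled skn-1 RNAi and −2.11 without replicate 1. In WT, skn-1 RNAi took lipl-3 to −2.23 ± 0.63 (SD, n = 3), a log2 fold change of −2.47 with an unadjusted p of 0.000577 in limma and a Benjamini-Hochberg adjusted p of 0.151. The minimum-t p of lipl-3 was 0.000373, or 0.0139 after Benjamini-Hochberg adjustment. It is the square of the unadjusted p of 0.0193 from limma, and so is not separate evidence for skn-1 RNAi. The authors' deposited table gives a minimum-t p of 0.000421 for lipl-3. Of the SKN-1 targets gst-4, nit-1 and lipl-3, the number called over all genes was 3 for glp-1(ts) against WT, 1 for skn-1 RNAi in WT and 2 for skn-1 RNAi in glp-1(ts), and all 3 were called in each comparison when adjusted over the list alone. Of these, lipl-3 was picked by the study on these samples, so for it the latter is not independent evidence.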

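The carnitine palmitoyltransferase gene cpt-3 (WBGene00021703, chromosome III of WBcel235 from 2082819 to 2088314) rose from 0.85 ± 0.68 log2 CPM (SD, n = 3) in WT to 4.30 ± 0.58 (SD, n = 3) in glp-1(ts), a 10.9-fold change. Its log2 fold change of 3.45 had an adjusted p of 0.000135 by limma with Benjamini-Hochberg adjustment. In the glp-1(ts) libraries labelled skn-1 RNAi it was at 2.89 ± 1.59 (SD, n = 3). The log2 fold change of −1.41 there had an unadjusted p of 0.0350 in limma and a Benjamini-Hochberg adjusted p of 0.433. Replicate 3 of those libraries, at 1.05, carried most of it, and without that library it was −0.49.

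The acyl-CoA synthetase gene acs-10 (WBGene00007082, chromosome V from 14146499 to 14148839) was near the floor of the data, at −2.02 ± 0.98 log2 CPM (SD, n = 3) in WT and 0.09 ± 0.59 (SD, n = 3) in glp-1(ts). The log2 fold change of 2.11 had an adjusted p of 0.0522 by limma with Benjamini-Hochberg adjustment, and from 0.0142 to 0.0611 over 7 alternatives. It was called in 4 of these, among them log2(CPM + 1), where the log2 fold change was 0.71. It was also called in 3 of the 12 fits that each left out one library, among them that without replicate 2 of the WT vector libraries (Benjamini-Hochberg adjusted p of 0.0332 in limma). With skn-1 RNAi in glp-1(ts) it was at −0.75 ± 0.42 (SD, n = 3), a log2 fold change of −0.84 with an adjusted p of 0.817 by limma with Benjamini-Hochberg adjustment.

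The enoyl-CoA hydratase gene ech-9 (WBGene00001158, chromosome IV from 10233310 to 10235329) went from 1.24 ± 1.51 log2 CPM (SD, n = 3) to 3.63 ± 1.32 (SD, n = 3), and the groups overlapped. For ech-9 the log2 fold change of 2.39 had an adjusted p of 0.0163 by limma with Benjamini-Hochberg adjustment, which rose to 0.0832 without replicate 3 of the WT vector libraries and 0.0816 without replicate 2 of the glp-1(ts) vector libraries. With skn-1 RNAi in glp-1(ts) it was at 2.77 ± 1.19 (SD, n = 3), a log2 fold change of −0.86 with an adjusted p of 0.775 by limma with Benjamini-Hochberg adjustment. It was −0.23 without replicate 2 of the glp-1(ts) vector libraries and −1.54 without replicate 3 of that group. The minimum-t p was 0.00123 for cpt-3, 0.147 for acs-10 and 0.0969 for ech-9, and in the authors' deposited table it is 0.00299, 0.150 and 0.135. Over these 3 genes and lipl-3 the median log2 fold change was 2.48 for glp-1(ts) against WT, −0.27 for skn-1 RNAi in WT and −1.14 for skn-1 RNAi in glp-1(ts). The last had p = 0.0121 in camera (0.0543 after Benjamini-Hochberg adjustment over the set tests), p = 0.0780 in fry and p = 0.1 by exact two-sided permutation of the list means.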

**Figure 5.**
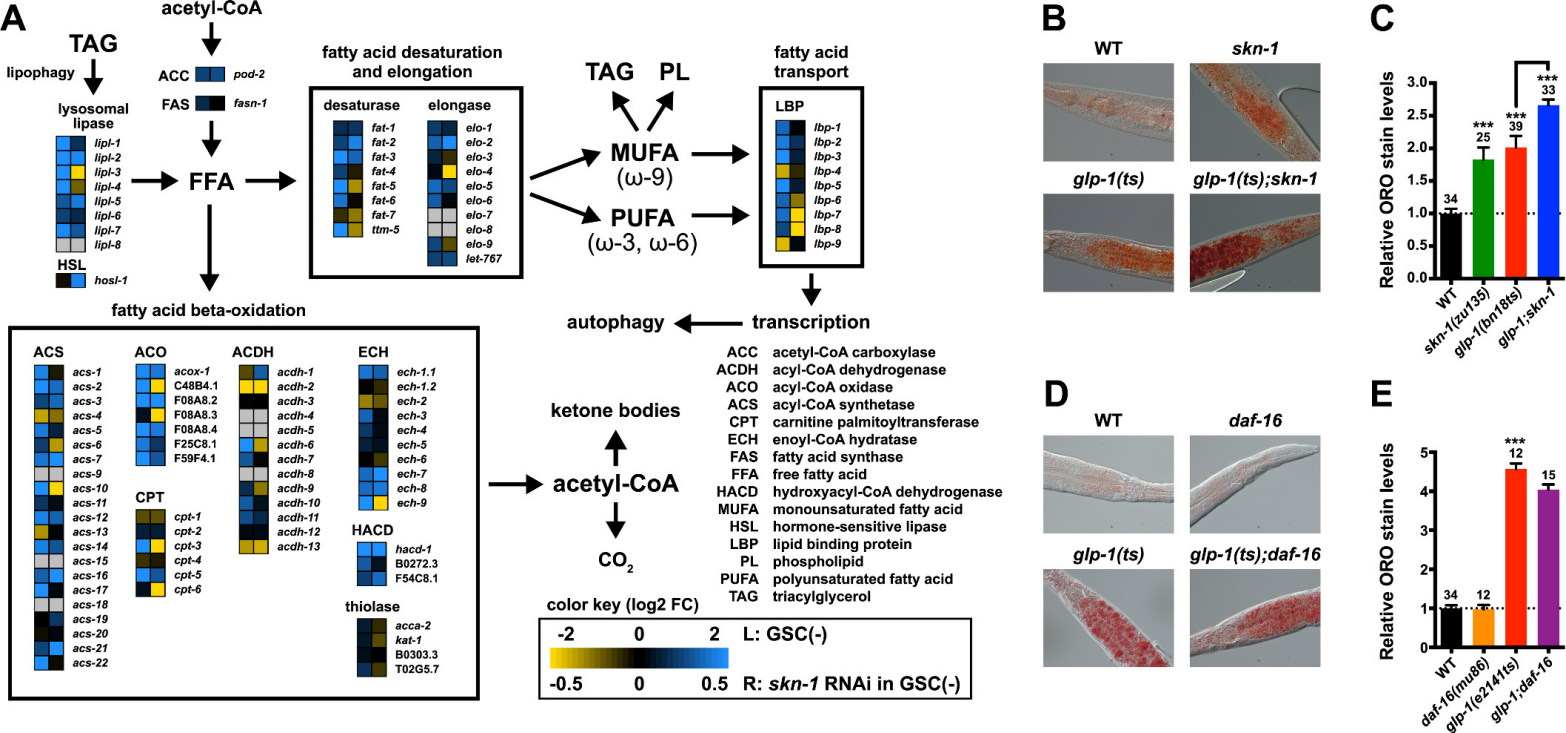
SKN-1 regulates lipid metabolism in GSC(−) animals. (**A**) Functional map of lipid metabolism gene expression. Left columns show the effects of GSC absence (GSC(−) vs WT) and right columns the effects of *skn-1* RNAi in GSC(−) animals. SKN-1 regulates genes involved in fatty acid (FA) oxidation, breakdown of triacylglycerols (TAG) to free FAs, production of mono- and poly-unsaturated FAs (MUFA, PUFA), and FA transport. Color coding reflects relative representation in RNA-seq data, with blue and yellow indicating increased and decreased expression, respectively. (**B**–**E**) Increased fat levels in *glp-1(ts)* and *skn-1* mutants but not *daf-16* mutants. (**D**, **E**) *glp-1(ts)* refers to *glp-1(e2141ts)*. Representative 40× differential interference contrast (DIC) images of fixed ORO-stained worms are shown in (**B**, **D**), with quantification provided in (**C**, **E**). Additional images and quantification are provided in Figure 5—figure supplement 1. Data are represented as mean ± SEM. Numbers above bars denote sample size. p < 0.001***. **DOI:** http://dx.doi.org/10.7554/eLife.07836.011

**Figure 5—figure supplement 1.**
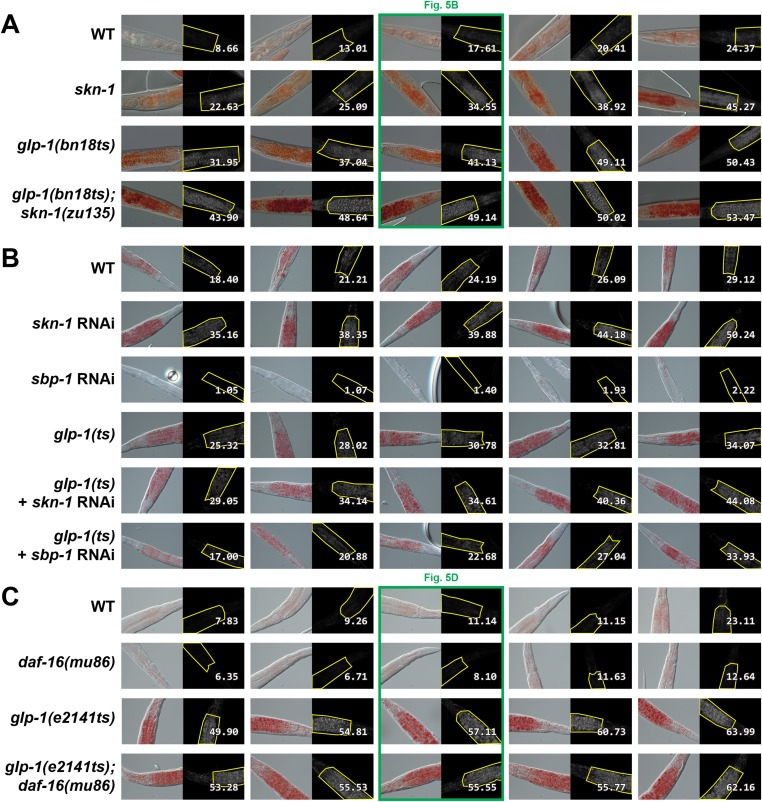
Representative ORO staining images with quantification. Representative images divided into approximate quintiles, ordered by mean pixel intensity, are shown for each strain. BF images are presented on the left and background subtracted images with quantification on the right. (**A**) *glp-1(bn18ts)* and *skn-1(zu135)* mutants. (**B**) *glp-1(ts)* mutants treated with *skn-1* and *sbp-1* RNAi. Increased staining was observed both with *skn-1* mutants and *skn-1* RNAi. RNAi against *sbp-1*, which is required for lipogenesis (Yang et al., 2006), decreases ORO staining in both WT and *glp-1(ts)* genetic backgrounds. (**C**) *glp-1(e2141ts)* and *daf-16(mu86)* mutants. Numbers indicate mean pixel intensity above background (see ‘Materials and methods’ for additional details). **DOI:** http://dx.doi.org/10.7554/eLife.07836.012

**Figure 5—figure supplement 2.**
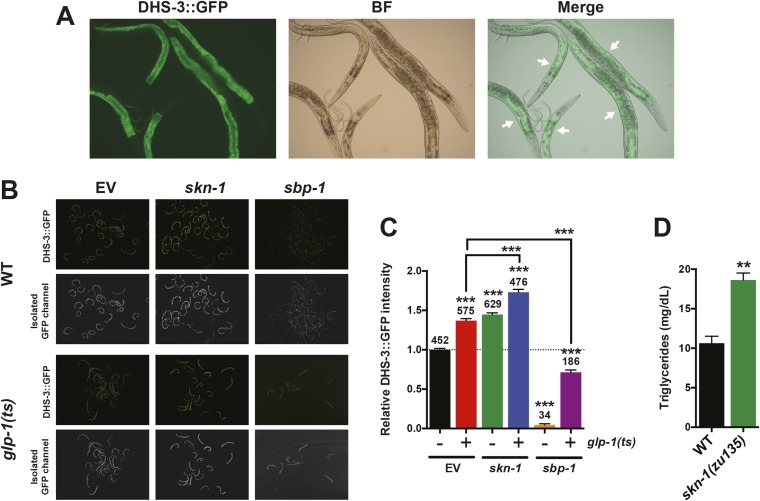
Analysis of the intestinal lipid droplet marker DHS-3::GFP, and TAG levels. *skn-1* RNAi increases DHS-3::GFP intensity in both wild-type and GSC(−) animals, whereas *sbp-1* RNAi decreases DHS-3::GFP intensity. (**A**) 10× slide-mounted DHS-3::GFP images. White arrows indicate intestine-specific expression. (**B**, **C**) COPAS Biosorter quantification of DHS-3::GFP in live day-1 adult worms. (**B**) Representative 10× inverted scope images of worms suspended in M9 buffer used for COPAS scoring. (**C**) Graph of mean DHS-3::GFP fluorescence, assayed by COPAS. Numbers above bars denote sample size. Asterisks directly above bars indicate p values relative to WT or RNAi control. Asterisks above black lines denote effect of RNAi in *glp-1(ts)* background. RNAi was started from egg stage, and animals were raised at 25°C. (**D**) TAG levels are significantly elevated in *skn-1* mutants. Data are represented as mean ± SEM. p < 0.01**; p < 0.001***. **DOI:** http://dx.doi.org/10.7554/eLife.07836.013

**Figure 5—figure supplement 3.**
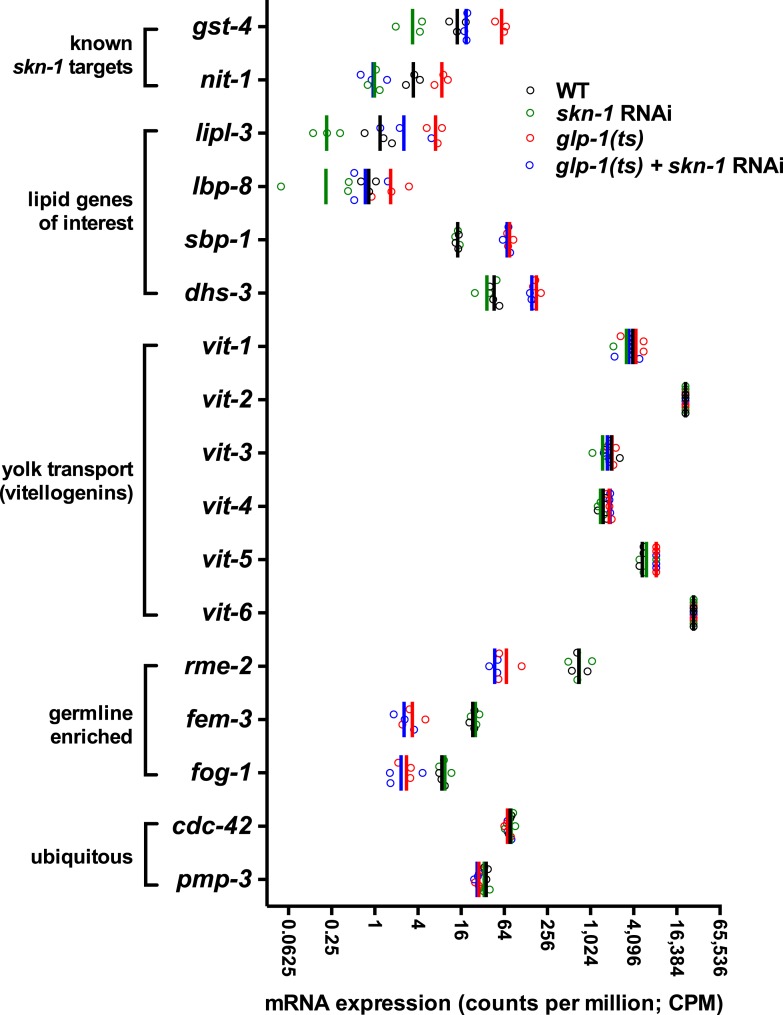
RNA-seq counts of select lipid metabolism and yolk transporter genes. Expression of the known SKN-1 target genes *gst-4* and *nit-1* is elevated in GSC(−) animals in a *skn-1-*dependent manner. The TAG lipase *lipl-3* and FABP *lbp-8* are similarly elevated in GSC(−) animals in a *skn-1*-dependent manner, but expression of *sbp-1*, *dhs-3*, and yolk protein vitellogenins (VIT genes) are not affected by *skn-1* RNAi. *rme-2* expression is germline enriched but regulated independently of *skn-1*. Open circles denote replicates. Vertical lines indicate mean counts per million (CPM). **DOI:** http://dx.doi.org/10.7554/eLife.07836.014

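The sequencing of the same samples gave values for these genes. The SREBP gene sbp-1 (WBGene00004735, chromosome III of WBcel235 from 11428367 to 11442566, overlapping idpc-1) was at 3.84 ± 0.08 log2 CPM (SD, n = 3) in WT and 6.24 ± 0.16 (SD, n = 3) in glp-1(ts) on vector. For sbp-1 the log2 fold change of 2.41 had an adjusted p of 2.76e-08 by limma with Benjamini-Hochberg adjustment. With skn-1 RNAi it was at 3.84 ± 0.11 (SD, n = 3) in WT and 6.13 ± 0.18 (SD, n = 3) in glp-1(ts), log2 fold changes of 0.00047 and −0.11 with adjusted p-values of 1 and 0.838 by limma with Benjamini-Hochberg adjustment.

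The yolk protein genes sit at the top of the range of the data, where quantile normalization leaves little room for change. In each of the 3 glp-1(ts) vector libraries vit-5 (WBGene00006929, chromosome X from 3403471 to 3408603) had the same value, 13.05, against 12.40 ± 0.11 (SD, n = 3) in WT. With skn-1 RNAi in WT it was at 12.59 ± 0.41 (SD, n = 3), a log2 fold change of 0.19 with an adjusted p of 1 by limma with Benjamini-Hochberg adjustment. None of vit-1, vit-3 and vit-4 was called by skn-1 RNAi, with log2 fold changes of −0.30, −0.41 and −0.12 in WT and −0.33, −0.22 and 0.03 in glp-1(ts).

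The yolk receptor gene rme-2 (WBGene00004374, chromosome IV from 5470026 to 5473174) fell from its level of 9.46 ± 0.37 log2 CPM (SD, n = 3) in WT in glp-1(ts) on vector. A log2 fold change of −3.36 had an adjusted p of 3.89e-07 by limma with Benjamini-Hochberg adjustment. With skn-1 RNAi the log2 fold change was 0.02 in WT and −0.54 in glp-1(ts), with adjusted p-values of 1 and 0.568 by limma with Benjamini-Hochberg adjustment. The germline genes fem-3 and fog-1 fell by 2.80 and by 1.64 in glp-1(ts) on vector, and with efl-1 and rme-2 these 4 genes had a median log2 fold change of −2.28. With skn-1 RNAi in glp-1(ts) the groups of fem-3 and fog-1 overlapped those on vector. Figure 5—figure supplement 3 names 17 genes, for which the calls over all genes and when adjusted over the list alone were 10 and 9 between the strains, 1 and 3 with skn-1 RNAi in WT, and 2 and 2 with skn-1 RNAi in glp-1(ts).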

Given that SKN-1 increases both lifespan and stress resistance in GSC(−) animals, its effects on lipid metabolism should also be beneficial. If the elevated fat storage in GSC(−) animals reflects simply elevated production and storage of ‘good’ lipids, we might expect *skn-1* to support this fat production. We investigated whether SKN-1 affects fat storage in WT and GSC(−) animals by oil red O (ORO) staining of fixed animals, a method that reliably indicates fat accumulation (O'Rourke et al., 2009). Remarkably, ablation of *skn-1* by either mutation or RNAi significantly increased lipid levels in either WT or GSC(−) day-1 adults, so that *glp-1(ts);skn-1(−)* animals exhibited markedly high levels of ORO staining (Figure 5B,C, and Figure 5—figure supplement 1A,B). As an independent method of assessing fat accumulation in the intestine, we examined levels of the predicted short-chain FA dehydrogenase DHS-3 (Zhang et al., 2012). Proteomic and microscopy analyses have shown that DHS-3 localizes almost exclusively to intestinal lipid droplets (Figure 5—figure supplement 2A) and marks the vast majority of these lipid droplets in vivo (Zhang et al., 2012; Na et al., 2015). 

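The short-chain dehydrogenase gene dhs-3 (WBGene00000967) lies on chromosome I of WBcel235 from 8212362 to 8218324 and overlaps gla-3 and T02E1.6. Its mRNA was at 5.53 ± 0.23 log2 CPM (SD, n = 3) in WT on vector and 5.19 ± 0.51 (SD, n = 3) in WT on skn-1 RNAi. A log2 fold change of −0.34 had an unadjusted p of 0.125 in limma and a Benjamini-Hochberg adjusted p of 1, and it ran from −0.56 to −0.06 when any one library was left out, with the smallest change without replicate 2 of the WT skn-1 RNAi libraries. In glp-1(ts) it was at 7.49 ± 0.19 (SD, n = 3) on vector and 7.28 ± 0.09 (SD, n = 3) in the libraries labelled skn-1 RNAi, a log2 fold change of −0.21 with an unadjusted p of 0.323 in limma and a Benjamini-Hochberg adjusted p of 0.781. Between the strains on vector dhs-3 was 1.96 higher on the log2 scale in glp-1(ts), with an adjusted p of 1.46e-06 by limma with Benjamini-Hochberg adjustment.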

Consistent with ORO staining, lack of *skn-1* increased accumulation of a DHS-3::GFP fusion in the intestine in WT and GSC(−) animals, without affecting expression of the *dhs-3* mRNA (Figure 5—figure supplements 2B,C, 3). An analysis of total triglyceride levels also indicated that SKN-1 reduces the overall level of fat accumulation (Figure 5—figure supplement 2D).

DAF-16 increases lipid accumulation in response to reduced IIS, and influences expression of some lipid metabolism genes in response to GSC removal (Wang et al., 2008; McCormick et al., 2012). However, consistent with a previous study (O'Rourke et al., 2009), we found that loss of *daf-16* did not substantially affect overall fat storage in GSC(−) animals (Figure 5D,E, and Figure 5—figure supplement 1C). Together, our data indicate that SKN-1 is required to prevent excess fat accumulation under normal feeding conditions, and that SKN-1 but not DAF-16 reduces the lipid load that accumulates in response to GSC loss.

### GSC loss activates SKN-1 through lipid signaling

Given that SKN-1 inhibits fat storage, we considered whether the SKN-1 activation seen in GSC(−) animals might be triggered by lipid accumulation. It is possible that GSC loss simply increases production of certain fats. However, GSC ablation or inhibition prevents formation of oocytes, which endocytose lipid-rich yolk that is synthesized in the intestine (Grant and Hirsh, 1999). Fat storage might therefore be increased indirectly by GSC loss, through accumulation of unused yolk lipids. We tested a key prediction of this model by examining yolk accumulation and distribution, which can be visualized with GFP-tagged vitellogenin (YP170/VIT-2::GFP), a major yolk lipoprotein (Grant and Hirsh, 1999). VIT-2::GFP was visible primarily in oocytes and embryos in WT day-1 adults but accumulated to extremely high levels throughout the body cavity in the absence of GSCs (Figure 6A,B, and Figure 6—figure supplement 1). Apparently, yolk production was not slowed sufficiently to compensate for the lack of gametogenesis. The failure to consume yolk-associated lipid could account for the increase in overall fat storage seen in GSC(−) animals.

**Figure 6.**
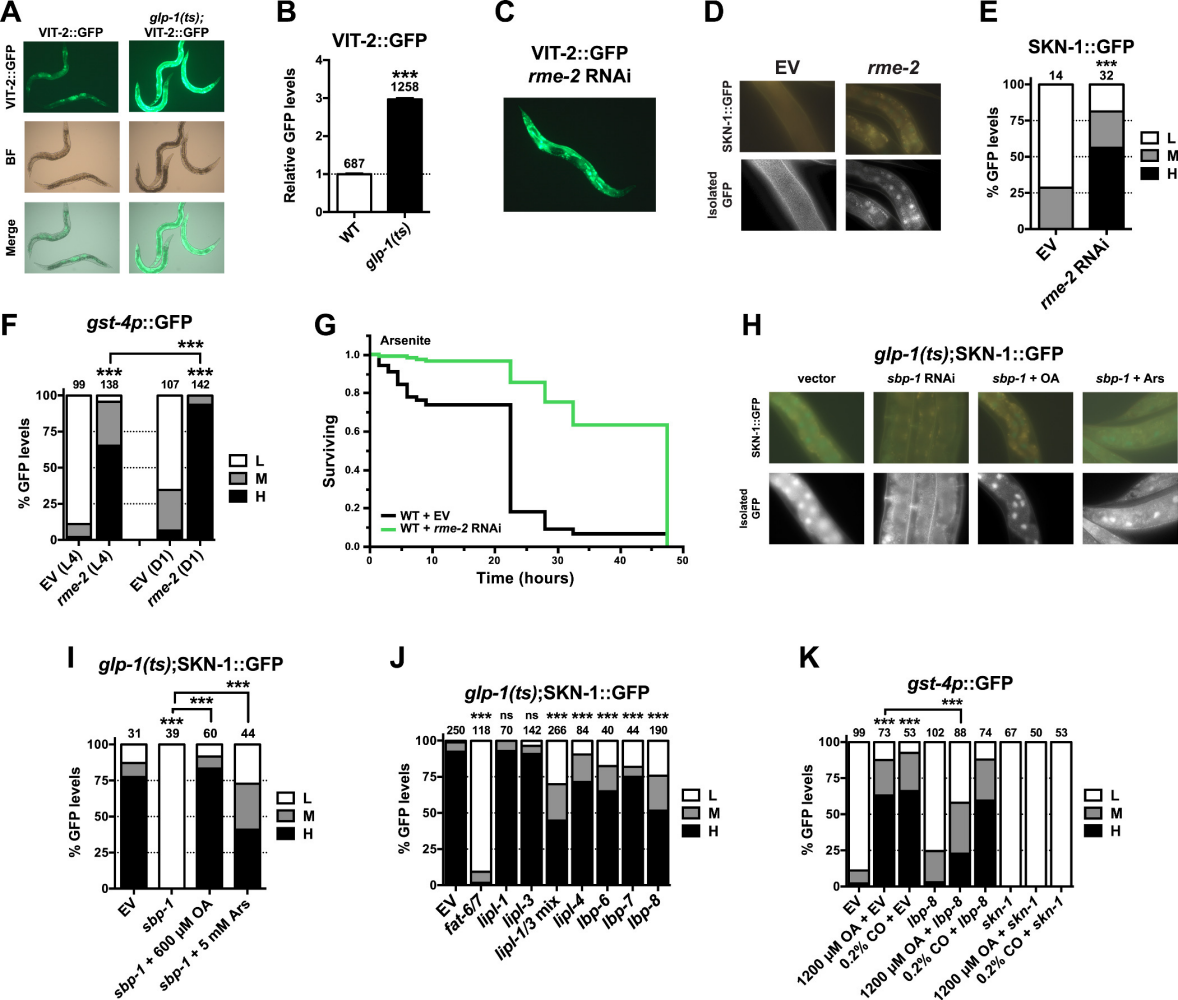
GSC absence activates SKN-1 through FA signaling. (**A**) Accumulation of yolk transporter VIT-2::GFP in the soma of GSC(−) animals. Detailed higher magnification images are provided in Figure 6—figure supplement 1. (**B**) COPAS quantification of VIT-2::GFP. Data are represented as mean ± SEM. (**C**) Knockdown of the oocyte-specific yolk receptor *rme-2* promotes somatic VIT-2 accumulation. (**D**–**F**) *rme-2* RNAi activates SKN-1 in the intestine. (**D**, **E**) SKN-1::GFP accumulates in intestinal nuclei in *rme-2* RNAi-treated worms. (**F**) In *rme-2* RNAi-treated worms, *gst-4p*::GFP levels in the intestine are increased at the L4 stage and increased further by day-1 adulthood. (**G**) *rme-2* RNAi enhances resistance to AS, in a *skn-1*-dependent manner (see replicates in Table 2). (**H**, **I**) An oleic acid (OA)-dependent signal is required for SKN-1 to be activated by GSC inhibition but not oxidative stress. In GSC(−) animals, SKN-1 nuclear accumulation is abolished by *sbp-1* RNAi and rescued by OA supplementation. SKN-1 remains capable of responding to oxidative stress (30 min AS exposure) after *sbp-1* RNAi in GSC(−) (**H**, **I**) or WT (Figure 6—figure supplement 2A) worms. (**J**) Dependence of SKN-1::GFP accumulation in GSC(−) animals on FAT-6/7-mediated FA desaturation, and proteins that generate free unsaturated FAs (LIPL-1/-3 lipases), or transport them to the nucleus (LBP-6/7/8). (**K**) OA and coconut oil (CO) increase *skn-1*-dependent *gst-4*p::GFP expression in the intestine. *lbp-8* RNAi reduces induction by OA. (**A**, **C**) Representative 10× GFP images. (**D**, **H**) Representative 40× GFP images of day-1 adults. (**E**, **F**, **I**–**K**) GFP quantification with high, medium, low scoring. Numbers above bars denote sample size. p < 0.001***. **DOI:** http://dx.doi.org/10.7554/eLife.07836.015

**Figure 6—figure supplement 1.**
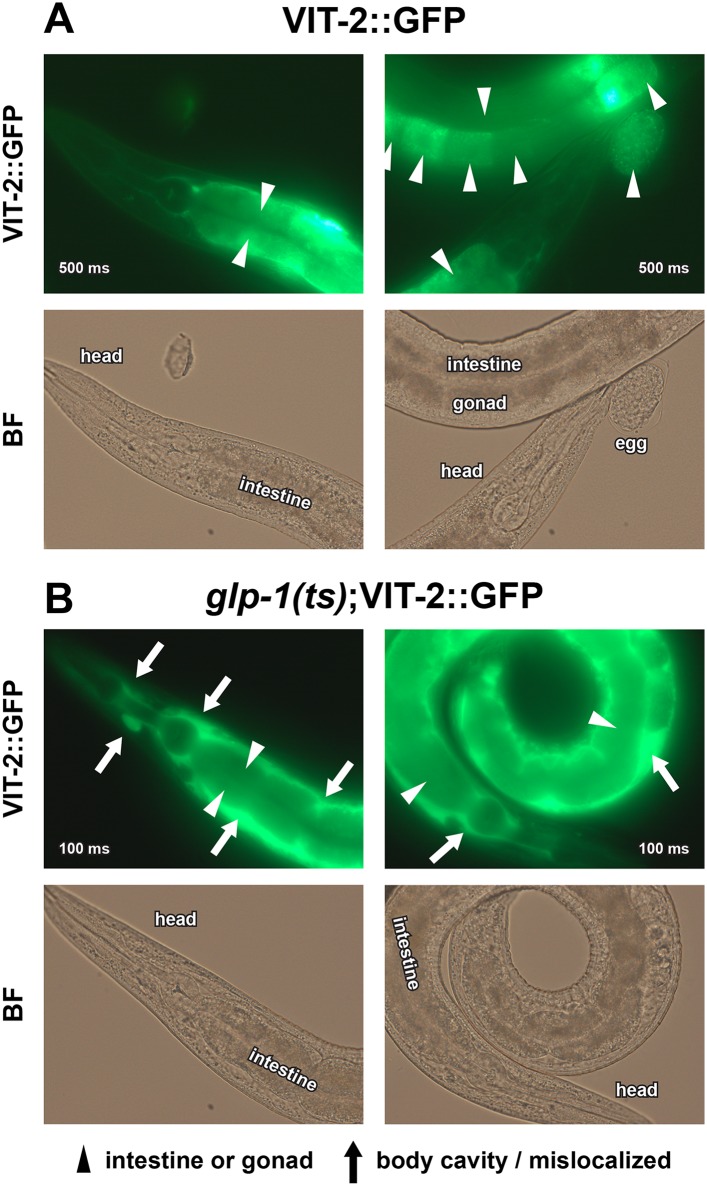
Enlarged VIT-2::GFP images. 40× GFP and BF images of (**A**) GSC(+) and (**B**) GSC(−) animals are shown. Note that *glp-1(ts);*VIT-2::GFP is presented with 5× lower exposure times due to increased VIT-2::GFP intensity in GSC(−) animals. All worms shown are day-1 adults raised at 25°C. Arrowheads indicate the normal distribution of VIT-2::GFP in the intestine and oocytes, and arrows indicate the ectopic accumulation of VIT-2::GFP seen in GSC(−) animals. Numbers superimposed on images denote GFP exposure times. **DOI:** http://dx.doi.org/10.7554/eLife.07836.016

**Figure 6—figure supplement 2.**
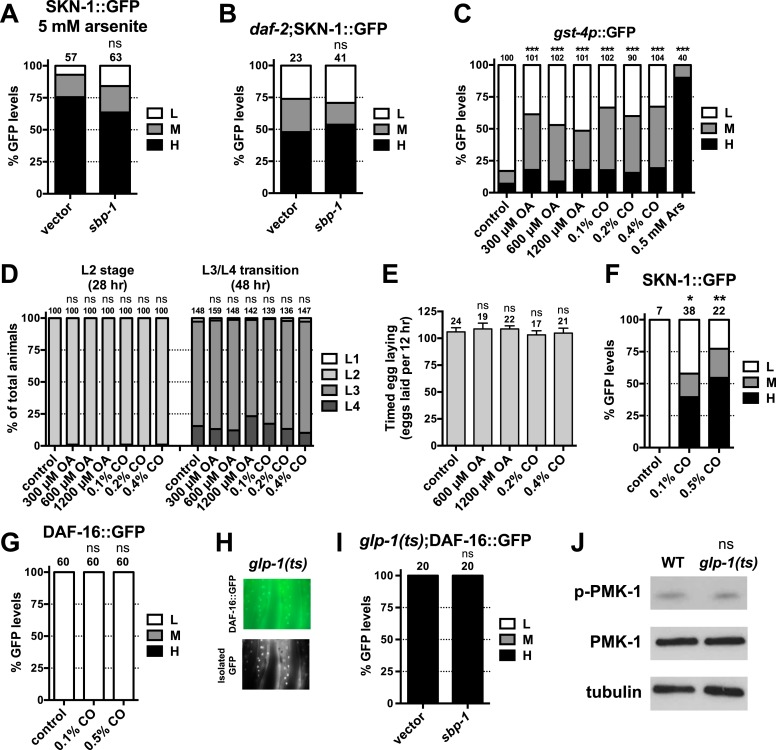
SKN-1 is activated in response to FA signaling. Accumulation of SKN-1 in intestinal nuclei in (**A**) response to arsenite exposure for 30 min or (**B**) *daf-2* mutants is not impaired by *sbp-1* RNAi. (**C**) Effects of OA and CO doses on intestinal *gst-4p*::GFP expression, compared to AS treatment. (**D**) Larval development and (**E**) egg laying rate are not affected by OA or CO treatment. CO supplementation induces intestinal (**F**) SKN-1 nuclear accumulation but not (**G**) DAF-16 accumulation. (**H**, **I**) DAF-16 accumulation in *glp-1(e2141ts)* is unaffected by *sbp-1* RNAi. (**H**) Representative 40× DIC images of day-1 adults. (**J**) PMK-1 (p38 kinase) phosphorylation is not affected by GSC removal, consistent with a previous report (Alper et al., 2010). PMK-1 phosphorylation is increased dramatically by AS oxidative stress and reflects activation of its kinase activity (Inoue et al., 2005). (**A**–**C**, **F**, **G**, **I**) GFP quantification with high, medium, low scoring. Numbers above bars denote sample size. p < 0.05*; p < 0.01**; p < 0.001***. **DOI:** http://dx.doi.org/10.7554/eLife.07836.017

**Figure 6—figure supplement 3.**
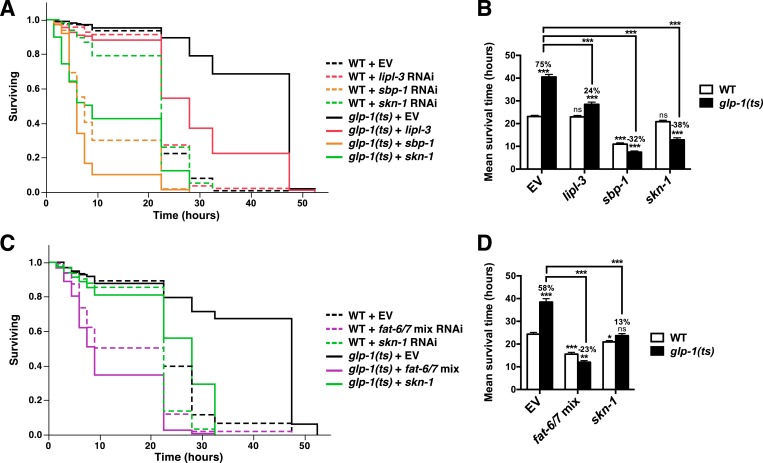
FA desaturation is required for GSC(−) stress resistance. *glp-1(ts)* and control day-1 adult worms treated with *lipl-3*, *sbp-1*, *fat-6/7* mix, *skn-1,* or empty vector RNAi were exposed to 5 mM AS. Knockdown of *lipl-3* (**A**, **B**), and either *sbp-1* (**A**, **B**) or *fat-6/7* (**C**, **D**) abolished the increase in AS resistance seen in *glp-1(ts)* animals. (**B**, **D**) Data are represented as mean ± SEM. p < 0.05*; p < 0.01**; p < 0.001***. The interaction between *glp-1(ts)* and *fat-6/7*, *lipl-3*, *sbp-1*, and *skn-1* were significant (p < 0.001). Additional information and statistics are provided in Table 2. **DOI:** http://dx.doi.org/10.7554/eLife.07836.018

We investigated whether accumulation of yolk-associated lipids might induce SKN-1 to mount a protective response. Supporting this idea, when the oocyte-specific yolk receptor *rme-2* is knocked down, yolk accumulates to high levels (Grant and Hirsh, 1999), and in the intestine, SKN-1 accumulates in nuclei and its target gene *gst-4* is activated (Figure 6C–F). Additionally, *rme-2* RNAi increased stress resistance in a *skn-1*-dependent manner (Figure 6G and Table 2). When de novo lipogenesis was prevented by knockdown of the SREBP1 ortholog *sbp-1* (Yang et al., 2006), SKN-1::GFP failed to accumulate in intestinal nuclei in response to GSC inhibition (Figure 6H,I), but not oxidative stress (Figure 6—figure supplement 2A) or reduced IIS (*daf-2* mutants, Figure 6—figure supplement 2B). The *sbp-1* lipogenesis defect can be rescued by supplementation with 600 µM OA (Yang et al., 2006), which is the most abundant FA in olive oil, chicken egg yolk, and human adipose tissue (National Research Council, 1976; Kokatnur et al., 1979). In *C. elegans*, the abundance of OA is increased in GSC(−) animals, and its synthesis by the FA desaturases, FAT-6 and FAT-7 (SCD orthologs), is required for GSC(−) lifespan extension (Goudeau et al., 2011). *fat-6/7* were also required for SKN-1 to accumulate in nuclei after GSC inhibition (Figure 6J). Moreover, in GSC(−) animals subjected to *sbp-1* RNAi, SKN-1 nuclear accumulation was fully restored by OA supplementation (Figure 6H,I). Consistent with their importance for SKN-1 function, *sbp-1* and *fat-6/7* were required for GSC absence to increase stress resistance (Figure 6—figure supplement 3).

Together, our data suggest that certain unsaturated lipids are required for SKN-1 to be activated in response to GSC loss, but not necessarily by other stimuli, and therefore, that lipid accumulation per se might activate SKN-1. Accordingly, feeding of either OA- or coconut oil (CO)-activated *gst-4* in WT animals in a *skn-1*-dependent manner without impairing development or reproduction (Figure 6—figure supplement 2C–E). Under these conditions, CO feeding provided OA (300 µM with 0.1% CO) along with multiple saturated FAs. CO feeding strongly induced nuclear accumulation of SKN-1 but not DAF-16 (Figure 6—figure supplement 2F,G), and *sbp-1* RNAi did not impair DAF-16 nuclear accumulation in GSC(−) animals (Figure 6—figure supplement 2H,I), supporting the notion that GSCs regulate SKN-1 and DAF-16 differently.

The lipid overload that results from reproductive failure might induce stress that activates SKN-1. Oxidative stress induced by sodium arsenite (AS) robustly activates the p38/PMK-1 kinase through phosphorylation, leading in turn to SKN-1 activation (Inoue et al., 2005). GSC loss induced SKN-1 nuclear accumulation at least as dramatically as AS treatment (Figure 2B and Figure 6—figure supplement 2A) but did not detectably increase PMK-1/p38 activity (Figure 6—figure supplement 2J), suggesting that any stress arising from the lack of GSCs might not be sufficient on its own to explain SKN-1 activation.

By breaking down triglycerides, the lysosomal lipases LIPL-1/3 and LIPL-4 enable production of specific unsaturated FFAs that promote autophagy and longevity (Lapierre et al., 2011; O'Rourke et al., 2013; O'Rourke and Ruvkun, 2013; Folick et al., 2015). Some of these FAs are escorted from the lysosome to the nucleus by the conserved lipid-binding protein LBP-8/FABP1 (Folick et al., 2015; Han and Brunet, 2015). In GSC(−) animals, SKN-1 nuclear accumulation was inhibited modestly by *lipl-4* RNAi but more strongly by *lipl-1/3* double knockdown (Figure 6J). Furthermore, *lipl-3* RNAi reduced stress resistance in GSC(−) but not WT animals (Figure 6—figure supplement 3A,B). Given that fat storage is increased in *lipl-1/3* mutants (O'Rourke and Ruvkun, 2013), our data suggest that in GSC(−) animals, SKN-1 activity may depend upon particular *lipl-1/3*-dependent products, not lipid levels per se. Knockdown of *lbp-8* or other LBPs also interfered with SKN-1::GFP nuclear accumulation in GSC(−) animals, and *lbp-8* RNAi impaired SKN-1-dependent *gst-4* activation by OA, indicating involvement of FA transport (Figure 6J,K). Together, our data suggest that in GSC(−) animals, excessive lipid levels lead to production of OA- and LIPL-1/3-dependent FAs that activate SKN-1, possibly through FA-based signaling (Figure 7).

**Figure 7.**
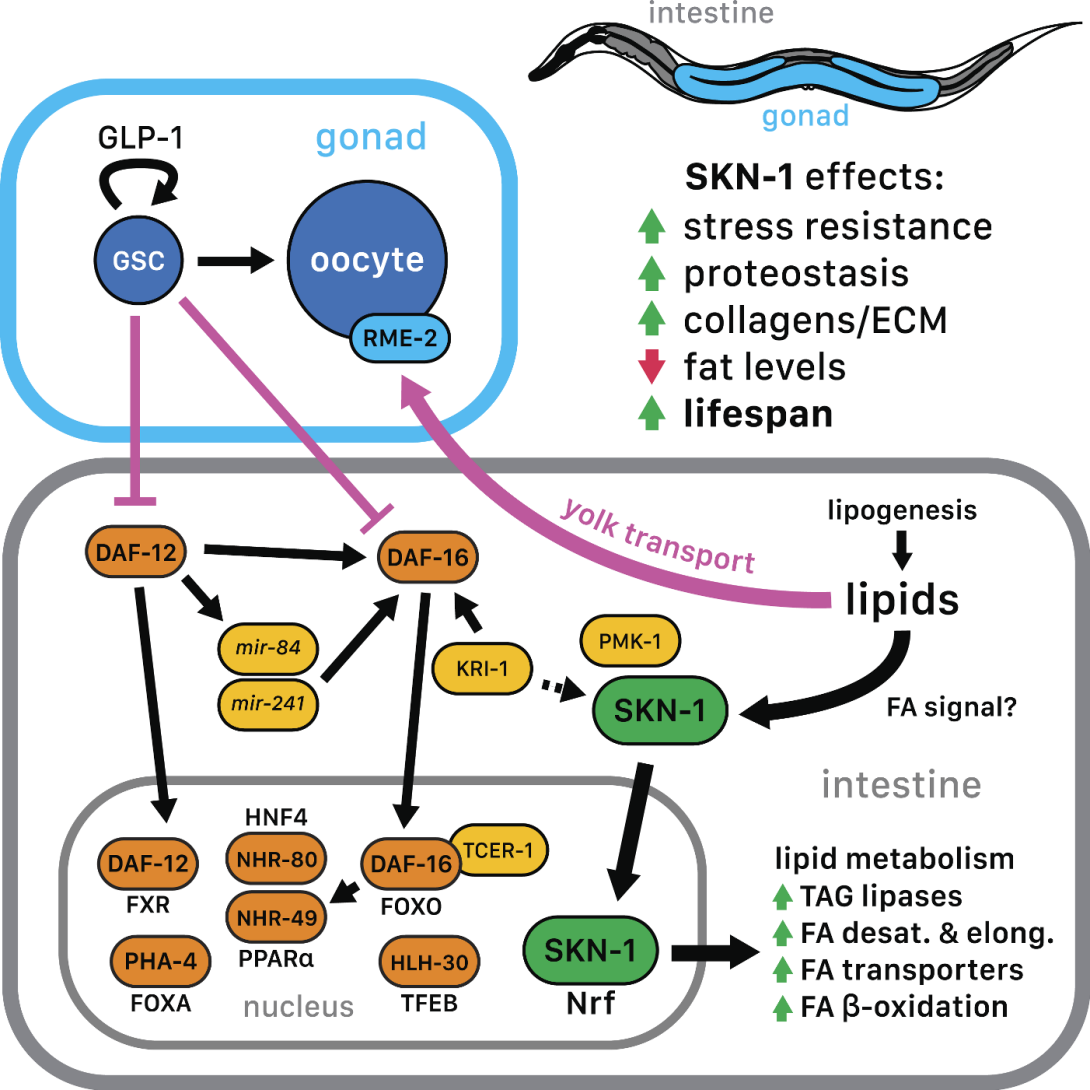
SKN-1 regulation in the GSC longevity pathway. GSC absence results in activation of transcription factors in the intestine, with SKN-1 being regulated in parallel to DAF-12 and DAF-16. Yolk transport to oocytes is disrupted by GSC loss, resulting in lipid accumulation in the intestine and body cavity. The resulting SKN-1 activation requires OA, the FAT-6/7 FA desaturases, and the lysosomal lipases LIPL-1/3. This lipid-based signaling to SKN-1 depends partially upon LBP-8, which transports FAs from the lysosome to the nucleus. SKN-1 induces transcription of genes involved in stress resistance, detoxification, proteasome maintenance, extracellular matrix, and lipid metabolism, thereby reducing fat storage and increasing stress resistance and lifespan. Magenta denotes processes that are active in the presence of GSCs. **DOI:** http://dx.doi.org/10.7554/eLife.07836.019

## Discussion

The question of how events in one tissue can influence aging in others is of fundamental importance. The effects of GSC loss in *C. elegans* provide a paradigm for investigating this problem, as well as interactions between a stem cell population and its environment. Here, we determined that GSC inhibition leads to a broad transcriptional reprogramming in somatic tissues that involves activation of SKN-1, and that SKN-1 is required for many beneficial effects of GSC absence, including lifespan extension. Previous work showed that SKN-1 is required for lifespan to be extended by reduced insulin/IGF-1, mTORC1, or mTORC2 signaling, by dietary restriction and by low-level mitochondrial reactive oxygen species (ROS) production (Bishop and Guarente, 2007; Tullet et al., 2008; Robida-Stubbs et al., 2012; Zarse et al., 2012; Schmeisser et al., 2013; Mizunuma et al., 2014; Moroz et al., 2014; Ewald et al., 2015). Our new data further support the idea that SKN-1/Nrf proteins are broadly important for longevity assurance.

One major role of SKN-1 in GSC(−) animals is to increase proteasome activity (Figure 4C,D, and Figure 4—figure supplement 1). In WT animals, SKN-1 activates most proteasome subunit genes when the proteasome is inhibited (Li et al., 2011). This compensatory function is conserved in its mammalian ortholog Nrf1, which is cleaved and activated when proteasome activity is low (Radhakrishnan et al., 2010; Steffen et al., 2010; Radhakrishnan et al., 2014; Sha and Goldberg, 2014). By contrast, in GSC(−) animals, proteasome activity is elevated (Figure 4C,D) (Vilchez et al., 2012), suggesting that additional mechanisms influence SKN-1/Nrf regulation of proteasome genes. In GSC(−) animals, most if not all proteasome subunit genes are dependent upon SKN-1 for their expression (Figure 4A), and SKN-1 and DAF-16 together activate the proteasome subunit gene *rpn-6.1* (Figure 4E,F), the levels of which are rate limiting for proteasome activity (Vilchez et al., 2012). Overexpression of either *rpn-6.1* or the 20S proteasome subunit *pbs-5* increases *C. elegans* lifespan, and in the latter case, lifespan extension was shown to be *skn-1*-dependent (Vilchez et al., 2012; Chondrogianni et al., 2015), suggesting that enhancement of proteasome activity may be an important mechanism through which SKN-1/Nrf promotes longevity.

The evidence that GSC(−) longevity is associated with fat accumulation, and altered lipid metabolism has raised the intriguing possibility that GSC absence induces production of lipids that promote health and longevity (see ‘Introduction’). Our results are consistent with aspects of this model but suggest an important modification. GSC(−) animals accumulate dramatically high levels of yolk lipoproteins by the first day of adulthood (Figure 6A,B), providing a likely reason that they accumulate so much lipid. Moreover, SKN-1 acts to *reduce* fat accumulation but is critical for the benefits of GSC loss (Figure 5B,C, and Figure 5—figure supplement 1A,B), suggesting that GSC(−) animals do not simply overproduce healthful lipids. Finally, excess yolk accumulation induced by another method (*rme-2* RNAi) leads to increased SKN-1 nuclear accumulation and target gene activation, and *skn-1*-dependent stress resistance (Figure 6D–G). Taken together, our data suggest that GSC(−) animals accumulate excess fat because they cannot stop production of fat that would otherwise support reproduction (Figure 7). Importantly, however, in responding to and metabolizing this fat they produce specific lipids that activate SKN-1 and other regulators, which in turn increase lifespan and may promote a more healthy balance of lipids (Figure 7).

Several lines of evidence support this model. GSC inhibition induces SKN-1 and NHR-49 to upregulate largely distinct sets of FA oxidation genes (Figure 5A) (Ratnappan et al., 2014). This effect of SKN-1 could account for its inhibitory role in fat accumulation (Figure 5B,C). A need to metabolize excess fat could also explain the importance of lipophagy in GSC(−) longevity (Lapierre et al., 2011; Hansen et al., 2013). With respect to signaling lipids, GSC(−) longevity requires the triglyceride lipase LIPL-4 (Wang et al., 2008), which generates unsaturated FFAs that promote longevity (O'Rourke et al., 2013; Folick et al., 2015). While LIPL-4-dependent FAs act through NHR-49 and NHR-80 (Lapierre et al., 2011; Folick et al., 2015), and possibly not SKN-1 (Figure 6J), in GSC(−) animals, SKN-1 activation involves the LIPL-1/3 lipases (Figure 6J), which also promote longevity (O'Rourke and Ruvkun, 2013). This elevated SKN-1 activity also depends upon lipid transfer proteins, as well as OA (Figure 6H–J and Figure 6—figure supplement 1C). OA is required for GSC(−) longevity (Goudeau et al., 2011) and is a precursor to unsaturated FAs that have signaling functions (O'Rourke et al., 2013; Folick et al., 2015). Finally, SKN-1 upregulates *lipl-3* and *lbp-8* in WT and GSC(−) animals (Figure 5A and Figure 5—figure supplement 3; Supplementary file 1a,c), suggesting that it may function both downstream and upstream of lipid signals. 

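The fatty acid binding protein gene lbp-8 (WBGene00002260) lies on chromosome V of WBcel235 from 13890773 to 13891364. It was low in all groups, at −0.28 ± 0.35 log2 CPM (SD, n = 3) in WT and 0.74 ± 0.87 (SD, n = 3) in glp-1(ts) on vector. A log2 fold change of 1.02 had an adjusted p of 0.248 by limma with Benjamini-Hochberg adjustment. In WT on skn-1 RNAi it was at −2.26 ± 1.80 (SD, n = 3), a log2 fold change of −1.98 with an unadjusted p of 0.0257 in limma and a Benjamini-Hochberg adjusted p of 0.688. Replicate 1 of those libraries, at −4.35, carried much of this change, which was −0.94 without it. In the glp-1(ts) libraries labelled skn-1 RNAi it was at −0.44 ± 0.90 (SD, n = 3), a log2 fold change of −1.17 with an unadjusted p of 0.162 in limma and a Benjamini-Hochberg adjusted p of 0.644. No gene has a lower value than −4.35 in the data. In glp-1(ts) the change ran from −1.69 to −0.75 when any one library was left out.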

The idea that SKN-1 can be activated by lipids that arise from prevention of reproduction and yolk consumption should be considered in evaluation of genetic or pharmacological interventions that increase SKN-1 activity.

SKN-1 is activated by lipids and regulates lipid metabolism gene expression not only in the high-fat GSC(−) model but also in WT animals under normal feeding conditions (Figures 5, 6; Supplementary file 1b–d). Moreover, SKN-1 profoundly reduced fat storage by the beginning of adult life in healthy, reproductively active animals that have not begun to age. Taken together, our findings suggest that SKN-1 plays an integral and direct role in maintaining lipid homeostasis. Our results predict that insufficient mammalian Nrf function does not lead to NAFLD/NASH simply by increasing chronic hepatic stress (Xu et al., 2005; Lee et al., 2013), and that a protective function of Nrf proteins in fat metabolism is likely to be involved. Nrf proteins therefore may provide an important line of defense against metabolic disease. Development of NAFLD is a growing obesity-related public health issue (Cohen et al., 2011). Our data suggest that analysis of Nrf proteins could be a promising underexplored direction for investigating causes and prevention of NAFLD, and that SKN-1 and *C. elegans* provide a genetically tractable model that will be valuable in this effort.

Our evidence that GSCs activate SKN-1 through lipid-based signaling suggests a new mechanism through which GSCs influence the soma. The response to GSC loss therefore involves metabolic signals that reflect the altered nutritional balance within the organism. Similar interactions could be important in other stem cell contexts. For example, in the mammalian bone marrow microenvironment, adipose tissue profoundly influences the function of hematopoietic and mesenchymal stem cells (Adler et al., 2014; Muruganandan and Sinal, 2014). In addition to the mechanisms we have described here, GSC(−) longevity involves endocrine signals from the somatic gonad and depends upon absence of GSCs per se, not simply reproductive cessation (Kenyon, 2010; Antebi, 2013). It will now be of interest to determine how these mechanisms, as well as other transcription factors that are required for GSC(−) longevity (see ‘Introduction’), interface with SKN-1 and its regulation.

Signaling lipids from endogenous, dietary, or microbiota sources constitute an area of considerable excitement, because these signals can induce beneficial effects such as anti-inflammatory protection, enhanced insulin sensitivity, protection against metabolic disease, and increased lifespan in *C. elegans* (Wang et al., 2008; Kniazeva and Han, 2013; Lim et al., 2013; O'Rourke and Ruvkun, 2013; Folick et al., 2015; Han and Brunet, 2015). Signals derived from OA are of particular interest in this regard, because of its dietary availability in olive oil. Mechanisms through which lipid signals are known to act on transcription networks include binding to nuclear receptors, and OA-induced protein kinase A activation that ultimately leads to FA oxidation (Fu et al., 2003; Lim et al., 2013; Folick et al., 2015). By revealing SKN-1 as a new regulator of metabolism and stress defenses that is activated in response to lipids, our data suggest the exciting possibility that this might also be the case for mammalian Nrf proteins. They also suggest that a ‘lipohormesis’ pathway in which signaling lipids confer health benefits by activating SKN-1/Nrf may not only be a characteristic of GSC-ablated animals but also might be more broadly applicable for enhancing health- and possibly lifespan.

## Materials and methods

### Strains

Worms were maintained on nematode growth medium (NGM) plates seeded with *Escherichia coli* (OP50) at 15°C, using standard techniques (Brenner, 1974). In all experiments, *glp-1(ts)* mutants were matched with the wild-type N2 strain used for outcrossing. The *C. elegans* strains used in this study are detailed in Table 3.

**Table 3.** *C. elegans* strains used in this study **DOI:** http://dx.doi.org/10.7554/eLife.07836.020

Code	Genetic background	Transgene	Reference
AA003	*daf-12(rh61rh411)* X	–	(Shen et al., 2012)
AA983	*glp-1(e2141ts)* III; *daf-12(rh61rh411)* X	–	(Shen et al., 2012)
AA1049	*mir-241(n4315)* V; *mir-84(n4037)* X	–	(Shen et al., 2012)
AA1709	*glp-1(e2141ts)* III; *mir-241(n4315)* V; *mir-84(n4037)* X	–	(Shen et al., 2012)
AA2735	*glp-1(e2141ts)* III	–	(Shen et al., 2012)
CF1903	*glp-1(e2141ts)* III	–	(Berman and Kenyon, 2006)
CF1935	*daf-16(mu86)* I; *glp-1(e2141ts)* III	muIs109[*daf-16p::GFP::* *DAF-16* + *odr-1p::RFP*] X	(Berman and Kenyon, 2006)
CL2166	N2	dvIs19[pAF15 (*gst-4p::GFP::NLS*)] III	(Link and Johnson, 2002)
DH1033	*sqt-1(sc103)* II	bIs1[*vit-2p::VIT-2::* *GFP + rol-6(su1006)*] X	(Grant and Hirsh, 1999)
EU31	*skn-1(zu135)* IV	–	(Bowerman et al., 1992)
LD001	N2	ldIs7[*SKN-1b/c::* *GFP* + *rol-6(su1006)*]	(An and Blackwell, 2003)
LD002	N2	ldIs1[*SKN-1b/c::* *GFP* + *rol-6(su1006)*]	(An and Blackwell, 2003)
LD1025	*daf-2(e1370)* III	ldIs7[*SKN-1b/c::* *GFP* + *rol-6(su1006)*]	(Tullet et al., 2008)
LD1425	*glp-1(bn18ts)* III	ldIs1[*SKN-1b/c::* *GFP* + *rol-6(su1006)*]	This study
LD1434	*glp-1(bn18ts)* III; *skn-1(zu135)* IV	–	This study
LD1473	*kri-1(ok1251)* I; *glp-1(bn18ts)* III	ldIs1[*SKN-1b/c::* *GFP* + *rol-6(su1006)*]	This study
LD1474	*tcer-1(tm1452)* II; *glp-1(bn18ts)* III	ldIs1[*SKN-1b/c::* *GFP* + *rol-6(su1006)*]	This study
LD1548	N2	Is[*dhs-3p::DHS-3::* *GFP*] I	(Zhang et al., 2012)
LD1549	*glp-1(bn18ts)* III	Is[*dhs-3p::DHS-3::* *GFP*] I	This study
LD1644	*sqt-1(sc103)* II; *glp-1(bn18ts)* III	bIs1[*vit-2p::VIT-2::* *GFP + rol-6(su1006)*] X	This study
LD1653	*glp-1(bn18ts)* III	–	(Dorsett et al., 2009) Outcrossed from DG2389
LD1744	*glp-1(bn18ts)* III	ldEx119[pAF15 (*gst-4p::GFP::NLS*) + *rol-6(su1006)*]	This study
TJ356	N2	zIs356[*daf-16p::* *DAF-16a/b::GFP + rol-6*] IV	(Henderson and Johnson, 2001)

### RNAi

Feeding RNAi was performed using tetracycline-resistant HT115 bacteria carrying the pL4440 plasmid with ampicillin/carbenicillin resistance (Kamath et al., 2001). RNAi cultures were grown overnight in 50 ml conical tubes at 37°C with shaking at 220 RPM in 5 ml LB medium containing 50 µg/ml carbenicillin and 12.5 µg/ml tetracycline. Cultures were diluted 1:5 the following day in LB containing carbenicillin and tetracycline to allow for re-entry into the logarithmic growth phase, grown to an OD_600_ of 1.5 (∼6 hr). Cultures were centrifuged at 4500 RPM for 10 min, concentrated to a volume of 5 ml, and then induced with 1 mM IPTG prior to plating. Bacterial cultures were seeded onto standard NGM plates containing 50 µg/ml carbenicillin, 12.5 µg/ml tetracycline, and 0.4 mM IPTG.

### Lifespans

Worms were synchronized by timed egg lay, upshifted to 25°C at the L2 stage, then scored for lifespan at 25°C or 20°C, as previously described (Arantes-Oliveira et al., 2002; Robida-Stubbs et al., 2012). For analyses of *glp-1(ts)* at 20°C, worms were downshifted from 25°C upon reaching adulthood. Animals were transferred at the first day of adulthood to fresh plates containing FUdR (ACROS Organics/Thermo Fisher Scientific, Geel, Belgium) at a concentration of 100 µg/ml to inhibit progeny development (Mitchell et al., 1979), unless otherwise indicated. RNAi-treated worms were placed on RNAi feeding plates starting at the first day of adulthood. Worms were maintained at a density of 30 worms per 6 cm plate on live bacteria and scored every other day. Animals that crawled off the plate, ruptured, or died from internal hatching were censored. Lifespans were graphed as Kaplan–Meier survival curves with JMP Pro 12 (SAS Institute, Middleton, MA). p values for survival curve analysis were generated using log-rank test. Additional statistical analysis was performed with GraphPad Prism 6 (GraphPad Software, La Jolla, CA). p values for mean lifespan analysis were calculated by two-way ANOVA with post hoc Holm-Šídák correction.

### Stress assays

Synchronized animals were incubated at 25°C during development then scored for survival hourly beginning at either days 1 or 3 of adulthood. Feeding RNAi was started at the L1 stage for day-1 stress assays or post-developmentally at day-1 adulthood for stress assays performed at day-3 adulthood. For the arsenite stress assay, worms were incubated in M9 buffer containing 5 mM AS (Riedel-de Haën, Seelze, Germany). For the tert-butyl hydroperoxide (TBHP) stress assay, worms were placed on solid NGM plates containing 15.4 mM TBHP (Sigma–Aldrich, St. Louis, MO). TBHP plates were freshly prepared on the day of the experiment. Survival assays were graphed as Kaplan–Meier survival curves with JMP Pro 12. p values for survival curve analysis were generated using log-rank test. Additional statistical analysis was performed with GraphPad Prism 6. p values for mean survival analysis were calculated by two-way ANOVA with post hoc Holm-Šídák correction.

### Microscopy

Animals were anaesthetized for 5 min in 0.06% tetramisole/M9 buffer, mounted on 2% agarose pads on glass slides under coverslips, and imaged with ZEN 2012 software on an Axio Imager.M2 microscope (Zeiss, Jena, Germany).

### GFP reporter scoring

Intestinal SKN-1::GFP nuclear localization and *gst-4p*::GFP::NLS expression were scored as ‘high’, ‘medium’, or ‘low’ as previously described (An and Blackwell, 2003; Ewald et al., 2015). ‘High’ denotes strong intensity in all intestinal nuclei; ‘medium’ indicates relatively lower intensity or distribution in approximately half of intestinal nuclei; ‘low’ denotes weak or no visible GFP intensity in intestinal nuclei. p values were calculated by two-sided χ^2^ test.

Intestinal DAF-16::GFP nuclear localization was scored as ‘high’, ‘medium’, or ‘low’ as previously described (Henderson and Johnson, 2001; Berman and Kenyon, 2006; Curran and Ruvkun, 2007). ‘High’ denotes more DAF-16::GFP observed in the nucleus compared to the cytoplasm; ‘medium’ indicates animals with noticeable DAF-16::GFP in the nucleus but higher levels in the cytoplasm; ‘low’ denotes entirely cytoplasmic DAF-16::GFP.

SKN-1::GFP color isolation was performed to reduce gut granule autofluorescence using selective color matching against rgb(99,159,94) with a fuzziness setting of 125 and auto contrast in Adobe Photoshop CC 2014 (Adobe, San Jose, CA). DAF-16::GFP color isolation was similarly performed using selective color matching against rgb(0,255,111) with a fuzziness setting of 100.

### qRT-PCR

Samples were prepared from ∼200 day-3 adult worms synchronized by timed egg lay. RNA was extracted using TRIzol (Thermo Fisher, Waltham, MA)-based phenol-chloroform extraction and purified with RNA Clean and Concentrator-5 spin columns (Zymo Research, Irvine, CA). RNA concentration and quality was assessed with a NanoDrop 1000 spectrophotometer (Thermo Fisher). cDNAs were prepared using SuperScript III First-Strand Synthesis SuperMix for qRT-PCR (Thermo Fisher). mRNA levels were quantified from biological triplicates and technical duplicates using SYBR Green (Thermo Fisher) fluorescence on a 384-well format Real-Time PCR 7900 (Applied Biosystems, Foster City, CA). After an initial denaturation step (95°C for 10 min), amplification was performed using 40 cycles of denaturation (95°C for 15 s) and annealing (60°C for 1 min). Samples were analyzed by the standard curve method, with normalization to the reference genes *cdc-42* and Y45F10D.4 (Hoogewijs et al., 2008). p values were calculated by two-sided Student's *t*-test with post hoc Holm-Šídák correction in GraphPad Prism 6. The primers used in this study are provided in Table 4.

**Table 4.** qRT-PCR primers used in this study **DOI:** http://dx.doi.org/10.7554/eLife.07836.021

Gene	Sequence	Annotation	Primer pair
*gst-4*	K08F4.7	Glutathione S-transferase	FWD: CCCATTTTACAAGTCGATGG REV: CTTCCTCTGCAGTTTTTCCA
F20D6.11	F20D6.11	Flavin-adenine dinucleotide (FAD)-binding oxidoreductase	FWD: GGAAATTCTCGGTAGAATCGAA REV: ACGATCACGAACTTCGAACA
*nit-1*	ZK1058.6	Nitrilase	FWD: AATCCTCCGACTATCCCTTG REV: AGCGAATCGTTTCTTTTGTG
*rpn-6.1*	F57B9.10	19S non-ATPase subunit	FWD: AATATTGGAAAAGCACCTGAAATGT REV: TTTGATGTGGAAGTGAAGTCATTGT
*lipl-3*	R11G11.14	Lysosomal triglyceride lipase	FWD: ATGGGCAGGCAAATCCACCA REV: AGTTGTTCTGCGCAATTATA
*cdc-42	R07G3.1	Housekeeping gene	FWD: CTGCTGGACAGGAAGATTACG REV: CTCGGACATTCTCGAATGAAG
*Y45F10D.4	Y45F10D.4	Housekeeping gene	FWD: GTCGCTTCAAATCAGTTCAG CREV: GTTCTTGTCAAGTGATCCGACA

Select primer sequences were obtained from previous publications (Robida-Stubbs et al., 2012; Vilchez et al., 2012; O'Rourke and Ruvkun, 2013).

### RNA sequencing (RNA-seq)

Samples were prepared from ∼5000 synchronized, L1 arrested day-1 adult animals cultured at 25°C. Worms were synchronized by sodium hypochlorite (bleach) treatment, as previously described (Porta-de-la-Riva et al., 2012). Bleach solution (9 ml ddH2O; 1 ml 1 N NaOH; 4 ml Clorox bleach) was freshly prepared before each experiment. Worms were bleached for 5 min, washed 5× in M9, and arrested at the L1 stage at 25°C in M9 containing 10 µg/ml cholesterol. Feeding RNAi was started at the L1 stage. This approach only partially reduces *skn-1* function but allows analysis of larger samples than would be feasible with *skn-1* mutants, which are sterile (Bowerman et al., 1992). Because these animals were not treated with FUdR, the WT adults contained an intact germline and eggs. As is explained in the ‘Results’ section, we therefore confined our analysis to genes that were overrepresented in *glp-1(ts)* animals, which lack eggs and most of the germline, and established a high-confidence cutoff for genes that were upregulated by GSC absence as opposed to simply being expressed specifically in somatic tissues. RNA was extracted using the same protocol for qRT-PCR samples. Purified RNA samples were DNase treated and assigned an RNA Integrity Number (RIN) quality score using a Bioanalyzer 2100 (Agilent Technologies, Santa Clara, CA). Only matched samples with high RIN scores were sent for sequencing. Single read 50 bp RNA-seq with poly(A) enrichment was performed at the Dana-Farber Cancer Institute Center for Computational Biology using a HiSeq 2000 (Illumina, San Diego, CA).

FASTQ output files were aligned to the WBcel235 (February 2014) *C. elegans* reference genome using STAR (Dobin et al., 2013). These files have been deposited at the Gene Expression Omnibus (GEO) with the accession number GSE63075. Samples averaged 75% mapping of sequence reads to the reference genome. Differential expression analysis was performed using a custom R and Bioconductor RNA-seq pipeline (http://bioinf.wehi.edu.au/RNAseqCaseStudy/) (Gentleman et al., 2004; Anders et al., 2013; R Core Team, 2014). Quantification of mapped reads in the aligned SAM output files was performed using featureCounts, part of the Subread package (Liao et al., 2013, 2014). We filtered out transcripts that didn’t have at least one count per million reads in at least two samples. Quantile normalization and estimation of the mean–variance relationship of the log counts was performed by voom (Law et al., 2014). Linear model fitting, empirical Bayes analysis, and differential expression analysis were then conducted using limma (Smyth, 2005). To identify genes that are upregulated in a SKN-1-dependent manner by GSC loss, we sought genes for which *glp-1(ts)* expression was higher than WT, and for which *glp-1(ts);skn-1(−)* expression was reduced relative to *glp-1(ts)*. To test for this pattern, if a gene's expression change was higher in the comparison of *glp-1(ts)* vs WT and lower in the comparison of *glp-1(ts);skn-1(−)* vs *glp-1(ts)*, then we calculated the minimum (in absolute value) of the *t*-statistics from these two comparisons, and assessed the significance of this statistic by comparing to a null distribution derived by applying this procedure to randomly generated *t*-statistics. We corrected for multiple testing in this and the differential expression analysis using the false discovery rate (Benjamini and Hochberg, 1995). Heatmaps were generated using heatmap.2 in the gplots package (Warnes et al., 2014).

Functional annotations and phenotypes were obtained from WormBase build WS246. SKN-1 transcription factor binding site analysis of hits was conducted with biomaRt, GenomicFeatures, JASPAR, MotifDb, motifStack, MotIV, and Rsamtools (Sandelin et al., 2004; Durinck et al., 2005, 2009; Lawrence et al., 2013; Ou et al., 2013; Mercier and Gottardo, 2014; Shannon, 2014). JASPAR analysis was performed with the SKN-1 matrix MA0547.1 using 2 kb upstream sequences obtained from Ensembl WBcel235 (Staab et al., 2013a). modENCODE SKN-1::GFP ChIP-seq analysis of hits was performed using biomaRt, ChIPpeakAnno, IRanges, and multtest (Durinck et al., 2005, 2009; Gerstein et al., 2010; Zhu et al., 2010; Niu et al., 2011; Lawrence et al., 2013). SKN-1::GFP ChIP-seq peaks were generated by Michael Snyder's lab. We used the peak data generated from the first 3 larval stages: L1 (modENCODE_2622; GSE25810), L2 (modENCODE_3369), and L3 (modENCODE_3838; GSE48710). Human ortholog matching was performed using WormBase, Ensembl, and OrthoList (Shaye and Greenwald, 2011). Gene lists were evaluated for functional classification and statistical overrepresentation with Database for Annotation, Visualization, and Integrated Discovery (DAVID) version 6.7 (Dennis et al., 2003).

### *rpn-6.1* binding site analysis

SKN-1 and DAF-16 binding peaks within the first intron and the promoter of *rpn-6.1* were previously identified by the modENCODE project (Furuyama et al., 2000; Gerstein et al., 2010; Niu et al., 2011). We identified multiple hits with the consensus binding sequence ATCAT in the TRANSFAC matrices N$SKN1_01 and N$SKN1_02 using MATCH (Biobase, Wolfenbüttel, Germany) that overlap with the SKN-1::GFP ChIP-seq binding peaks within the first intron and the promoter of *rpn-6.1* (Kel et al., 2003; Matys et al., 2006). Our analysis also confirmed a previously identified hit (Vilchez et al., 2012) in the N$DAF16_01 matrix with the consensus binding sequence TGTTT that overlaps with the DAF-16::GFP ChIP-seq peak within the first intron. No putative DAF-16 binding sites were identified in the *rpn-6.1* promoter in the TRANSFAC MATCH analysis.

### Proteasome activity

In vitro chymotrypsin-like proteasome activity assays were performed as previously described (Kisselev and Goldberg, 2005; Vilchez et al., 2012). Worms were bleach synchronized and maintained at 25°C from egg stage, then lysed at day 1 of adulthood, unless otherwise noted, in freshly prepared proteasome activity assay buffer (50 mM Tris–HCl, pH 7, 250 mM sucrose, 5 mM MgCl_2_, 0.5 mM EDTA, 2 mM ATP, and 1 mM dithiothreitol) using a Branson digital sonifier at 4°C. Lysates were centrifuged at 10,000×*g* for 15 min at 4°C. 25 µg of protein, calculated using the BCA protein assay (#23225; Pierce Biotechnology/Thermo Fisher, Rockford, IL), was transferred to a flat 96-well microtiter plate (Nunc, Roskilde, Denmark). Samples were incubated at 25°C, and fluorogenic chymotrypsin substrate (#230914; Calbiochem/EMD Millipore, San Diego, CA) was added to the plate immediately before analysis. Fluorescence (380 nm excitation; 460 nm emission) was measured every 3 min for 1 hr at 25°C using a Synergy MX microplate reader with Gen5 software (Bio-Tek, Winooski, VT). Lysates were assayed in triplicate. p values were calculated by two-sided Student's *t*-test in GraphPad Prism 6.

### Fixed ORO staining

ORO staining was performed on fixed animals, essentially as described (O'Rourke et al., 2009; Yen et al., 2010), with some modifications. 200–300 day-1 adult worms synchronized by timed egg lay were washed three times with phosphate-buffered saline (PBS) then snap frozen in a dry ice/ethanol bath. Upon thawing, worms were treated with PBS containing 2% paraformaldehyde (PFA) (#15713; Electron Microscopy Services, Hatfield, PA), using three freeze thaw cycles with dry ice/ethanol to permeabilize the cuticle. Worms were then washed with PBS to remove the PFA. Filtered ORO solution (0.5 g of ORO powder [#O0625; Sigma–Aldrich] in 100 ml of 60% isopropanol) was prepared freshly before each experiment. Worms were stained for 3 hr in a round bottom 96 well plate in ORO solution at room temperature with gentle shaking. Longer staining periods, such as overnight incubation (O'Rourke et al., 2009), saturated ORO staining in *glp-1(ts)* animals to a level that rendered *glp-1(ts)* and *glp-1(ts);skn-1* strains indistinguishable.

Animals were imaged at 40× using differential interference contrast microscopy. Quantification of ORO staining was performed on the upper intestine, directly below the pharynx. Since ORO absorbs light at 510 nm (green channel), we performed background subtraction of the red channel from the green channel in Adobe Photoshop CC (Adobe) to specifically isolate the ORO staining, as previously described (Yen et al., 2010). Quantification of mean intensity over background for each animal was performed using Fiji (http://fiji.sc). Statistical analysis was performed with GraphPad Prism 6. p values were calculated by one-way ANOVA with post hoc Holm-Šídák correction.

### DHS-3::GFP scoring

Using a COPAS Biosort (Union Biometrica, Holliston, MA) (Pulak, 2006), bleach-synchronized day-1 adult worms were scored for GFP fluorescence. RNAi was initiated after L1 arrest. The COPAS was used to record three attributes for each individual nematode: time of flight (TOF), which corresponds to nematode length; extinction (EXT), which corresponds to the optical density; and GFP fluorescence intensity. TOF and EXT measurements are related to the size and age of the nematode; both increase with development. These parameters were used to specifically gate adult worms. GFP fluorescence was normalized to worm size as a ratio of GFP/TOF values. Representative GFP images of each strain were captured at 4× using an Olympus IX51 inverted microscope (Olympus, New Orleans, LA). p values were calculated by one-way ANOVA with post-hoc Holm-Šídák correction in GraphPad Prism 6.

### Triglyceride quantification

Triglyceride (TAG) levels were measured with the Triglyceride Colorimetric Assay Kit (#10010303; Cayman Chemical, Ann Arbor, MI). Samples were run according to the manufacturer's protocol in triplicate. TAG concentrations were normalized relative to protein concentration using the BCA protein assay (Pierce Biotechnology).

How the deposited data were processed for this re-analysis (not part of the article)

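RNA was sequenced from whole day 1 adults of WT (N2) and glp-1(ts), grown at 25°C and fed either the empty RNAi vector or skn-1 RNAi bacteria, in 4 groups of 3 libraries. Groups and replicate numbers were taken from the sample labels and the paper. The authors aligned short single reads to WBcel235 with STAR, counted them on genes with featureCounts, removed genes that did not reach 1 CPM in at least 2 samples, and used voom with quantile normalization. The deposited values are log2 CPM for 12595 genes in 12 libraries, and these log2 values of the authors were the start of all calculations. After normalization 12453 genes still reached 1 CPM in at least 2 samples. No read counts entered, and quantile normalization leaves no whole-read steps in low values, so the depth of each library is unknown and no counting interval could be given. The highest value of any gene is 18.78 and the lowest is −4.35 log2 CPM.

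The authors also deposited a table of their comparisons, with log2 fold changes, moderated t statistics (a score), unadjusted p-values and FDR values from limma. One column of fold changes in the authors' deposited table is named as log2 but holds a signed linear score, the smaller fold change of a pair of comparisons. The t statistics of the authors' deposited table differed from those of limma without a trend or weights by a median of 0.00264 for glp-1(ts) against WT, and by 0.310 from those of limma with a trend. Counts taken from that table are named as the authors'.

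Group means were fitted with limma 3.58.1 in R 4.3.3 over all 12 libraries, with empirical Bayes and a trend, no weights and no replicate block. The fit had 8 residual degrees of freedom and 13.6 in total. Comparisons were glp-1(ts) against WT on vector, skn-1 RNAi against vector in each strain, and the difference of those effects. Calls used a Benjamini-Hochberg adjusted p under 0.05, and lists of genes used the paper's cutoffs, fold changes over 4, over 5 or under 0.67 with an unadjusted p under 0.05. The genes named one by one are those the paper names with RNA-seq values and, per comparison, the 5 with the largest change in each direction among called genes whose groups did not overlap. Other lists are given as sets.

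Set tests used camera with a preset correlation of 0.01, fry, and camera with an estimated correlation, with 144 tests in the family. Of the camera calls for the proteasome list in glp-1(ts) against WT and for the difference of the effects, the first held in fry and the second did not. Gene families were found by name (col-, clec-, cyp-, gst-, ugt-, lec- and msp-), and all 12595 genes have a name or sequence name. One-sided Fisher's exact tests of families against all genes tested formed a family of 40. Values of single lists were compared between groups by exact two-sided permutation, whose smallest p with 3 libraries against 3 is 0.1. Coordinates and overlaps are from an Ensembl release 115 annotation of WBcel235, where 12203 of the gene IDs have a current symbol. The marker lists for germline, eggshell and oocyte, intestine, muscle, neuron, and L4 and adult collagens were written from general knowledge.

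Replicate numbers were checked for pairing, since the paper states only that matched samples were used. Residuals of vector and skn-1 RNAi libraries of the same number correlated across genes by 0.11, 0.31 and 0.25 in WT and by 0.15, 0.34 and 0.23 in glp-1(ts), against at most 0.05 and −0.01 for different numbers. Every value was over 0.1, so the numbers were read as pairs within a strain. Between the strains on vector they were 0.03, 0.16 and 0.12, and were not read as pairs. The fit with the replicate number as a block was one of the alternatives.

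Both the comparison of glp-1(ts) with WT and that of skn-1 RNAi in glp-1(ts) use the same vector libraries, so 100 sets of libraries without a skn-1 RNAi effect were simulated, with libraries independent or paired by number. The fit was tested on simulated data for 12595 genes of which 200 were changed. Of the changed genes it called 61.5% for glp-1(ts) against WT, 66% for either skn-1 RNAi comparison and 37.5% for the difference, with 6, 8, 7 and 6 false calls. Alternatives covered the trend, vooma weights, filters at a mean of 1 and 4 CPM, the groups in the fit, the replicate block, centring on the reference genes or on the median, a pseudocount of 1, other cutoffs, a germline score (the mean of the germline list per library) as a covariate, and leaving out each library. They were fixed before the data were examined, apart from a minimum-t null that shares the vector libraries (1000000 draws) and a background of genes over 4-fold for the families in the skn-1-dependent set (8 Fisher tests), which were added later. The authors' DAVID analysis was not repeated. Tables of the paper that were held only in part were not used for overlaps.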

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

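All tests below were chosen only after the result was seen, apart from the centring tests, the test of clec-178, the test of replicate 3 on the difference of the proteasome genes, and the overlap of raised genes.

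The effects of skn-1 RNAi on skn-1 mRNA itself differed between the strains. It fell by 1.67 on the log2 scale in WT and by 0.02 in the glp-1(ts) libraries labelled skn-1 RNAi, a difference of 1.66 (unadjusted p = 8.04e-05 in limma, Benjamini-Hochberg adjusted p = 0.732 over all genes). Differences of the replicate pairs were −1.81, −1.47 and −1.73 in WT and −0.34, 0.44 and −0.15 in glp-1(ts), and an exact two-sided permutation of these gave p = 0.1, the smallest it allows. Of 100 drawn splits of the libraries, 4 gave a difference of skn-1 as large. Several technical explanations were excluded. If vector and skn-1 RNAi labels had been exchanged in glp-1(ts), the other 11 genes called lower in WT would be higher in glp-1(ts), but 10 of them were lower, with a median of −0.74. If the food had had no effect in glp-1(ts), the lists of lowered genes would overlap only by chance, but they shared 41 genes where 12.7 were expected. With libraries centred on the reference genes the difference was 1.74, but that centring moves the comparisons too little to decide. Normalization by CPM, voom and quantiles keeps the order of genes within a library, and by rank skn-1 stood at 89.4% to 92.2% of genes in the WT vector libraries and at 68.6% to 78.1% in WT with skn-1 RNAi, against 89.2% to 90.4% and 86.2% to 92.8% in glp-1(ts). The mean changes of rank differed by 17.8% of genes, so such normalization is excluded. Reads of the overlapping gene clec-178 are excluded since it reached at most 2.65 log2 CPM in a glp-1(ts) library, far below skn-1. Reads of csn-5, which overlaps an end of skn-1, were tested in the glp-1(ts) libraries alone. In WT they could not be tested, since csn-5 stood above skn-1 in 2 of the skn-1 RNAi libraries. With all CPM of csn-5 taken off skn-1 in each glp-1(ts) library, skn-1 would still not fall (0.167, or 0.17), and csn-5 itself was lower in those labelled skn-1 RNAi (−1.28, adjusted p = 0.00382 by limma with Benjamini-Hochberg adjustment), so reads of csn-5 up to its own level are excluded. By the margin of 2 used for clec-178 they would not be (at most 3.86 for csn-5, at least 5.73 for skn-1), and reads of csn-5 beyond its own level cannot be seen in a gene table. It cannot be told apart whether reads of the fed double-stranded RNA fill the skn-1 value in glp-1(ts), whose change was −0.0174, since a gene table holds no read positions.

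A candidate biological explanation, written after the values were seen, is that RNAi lowered skn-1 mRNA in germ cells and embryos and less in the soma. From glp-1(ts) and the somatic genes, the soma would give 28.1% of the skn-1 mRNA of WT (23.2% to 34.9% over the 8 somatic genes). This takes all skn-1 mRNA of glp-1(ts) as somatic, and its level in the soma as unchanged by loss of the germline. Neither was tested. In WT with skn-1 RNAi 31.4% was left. Reads of csn-5 could be part of what was left, since csn-5 stood above skn-1 in 2 of the WT libraries on skn-1 RNAi. This hypothesis may hold without bearing on SKN-1 protein, which was not measured by sequencing, and the targets gst-4 and nit-1 fell in both strains.

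Proteasome genes fell further with skn-1 RNAi in glp-1(ts) than in WT, by a median of −0.24, with 25 of 30 genes further down (camera p = 1.62e-06, fry p = 0.131, exact permutation of the pair differences p = 0.1). The difference was −0.16 (−0.162) without replicate 3 of the glp-1(ts) vector libraries, which has the most germline RNA of its group, and −0.16 (−0.159) with libraries centred on the reference genes. Fry was run without the replicate block and does not call the difference. The changes of the replicate pairs did not overlap, at −0.42, −0.43 and −0.40 in WT and −0.66, −0.49 and −0.78 in glp-1(ts). With the difference itself unsettled, neither germline RNA in that library nor normalization can be told apart from an effect of the strain. In 60 of 100 drawn splits of the libraries the median of the proteasome genes was as large. Over all 12595 genes, 745 had an unadjusted p under 0.05 for the difference, and 31 of 100 splits gave as many. Many of these splits carry the effect of RNAi itself, so this comparison is a weak one. At least 1 gene with an adjusted p under 0.05 for the difference was found in 4 of 100 splits.

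Genes raised by skn-1 RNAi, which the paper does not discuss, numbered 203 in WT and 326 in glp-1(ts). Chance is excluded by the overlap, since 51 genes were raised in both strains where 5.25 were expected (odds ratio 14.8, one-sided Fisher's exact test, p = 2.38e-36), and no library is shared. All 10 genes called higher in WT were higher in glp-1(ts). With libraries centred on the reference genes 163 genes were raised in WT and 355 in glp-1(ts). That centring moved the median of all genes only from 0.01 to −0.06 in WT and from 0.01 to 0.02 in glp-1(ts), too little to decide, and values from before quantile normalization were not analysed here, so an effect of normalization on the number of raised genes cannot be told apart. As the whole cause of the rise, normalization that keeps the order of genes within a library is excluded. Of the genes raised in WT, 82.3% were higher by mean rank with skn-1 RNAi in glp-1(ts), and of those raised in glp-1(ts) 68.4% were higher in WT (50.9% and 51.0% of all genes), with a median rise in each replicate pair. Among genes called with groups that did not overlap, the largest increases in WT were in F07E5.9 (4.86), W08A12.4 (4.43), B0507.8 (4.24), math-38 (3.61) and K10G4.13 (3.55). In glp-1(ts) they were in F07E5.9 (4.47), B0507.10 (3.22), clec-166 (2.19), math-34 (2.17) and ppw-1 (1.57). Of the 10 splits of the 6 WT libraries, 3 raised as many genes, and 2 of the 10 splits of the 6 glp-1(ts) libraries did. Among the 4 splits that part all 3 pairs, only the real one did in each strain. The rise of these genes may be a response to loss of SKN-1 or to double-stranded RNA as such, and the vector food, which carries no worm sequence, leaves both open. No control RNAi against another gene was sequenced.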

How the results depend on the processing

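The background of genes over 4-fold for collagens and the other families and the minimum-t null with shared vector libraries were the only alternatives chosen after the result was seen. For the results of whole comparisons, 190 of 237 values under other settings stayed on their side of the threshold or within 1.5 times, 35 counts moved, 9 values became stronger and 3 reversed. Of 315 values of single genes, 5 were weaker, 6 stronger, 1 reversed, and the others stayed. The cause was not tested except where the setting itself gives it.

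Results that kept their direction under every setting were the numbers of genes higher (3566 to 5137) and lower (3557 to 4849) in glp-1(ts), collagens over 5-fold (odds ratios 13.1 to 23.1), the somatic list (1.58 to 1.68), the lipid list in glp-1(ts) (0.92 to 1.26) and the proteasome list in all comparisons (−1.03 to −0.96, −0.50 to −0.43, −0.65 to −0.59, and −0.26 to −0.16 for the difference). For the lists these settings used camera with the preset correlation alone. Fry (0.131) and the estimated correlation (0.174) do not call the proteasome difference, nor does the estimated correlation call that list in glp-1(ts) against WT (0.121).

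Without a trend, limma called 12 genes with skn-1 RNAi in glp-1(ts). With vooma weights it called 7 in WT, and collagens in the skn-1-dependent set had an odds ratio of 8.44. A filter at a mean of 1 CPM gave 7.37 for these collagens and a median of 0.0571 for the lipid list in glp-1(ts) with skn-1 RNAi. A filter at 4 CPM, which removes genes and so lowers counts, left 353 genes over 5-fold, 111 lowered and 56 raised in WT, 9 called in WT, 135 raised in glp-1(ts), 28 in the skn-1-dependent set and a lipid median of 0.052. With only the groups compared, 4 genes were called in WT, and 329 were lowered and 20 called in glp-1(ts), where fewer libraries enter the spread. With the replicate block, 59 genes were called in WT and 99 in glp-1(ts), and of the single genes it changed only the call of nit-1 in WT. Centring on the reference genes gave 18 called genes in glp-1(ts), 6.11 for the collagens, and reversed the lipid list in WT to −0.0518. It moved the median of all genes by less than 0.1 in each comparison. The share of calls that were higher with skn-1 RNAi in glp-1(ts) was 15.6%, and 33.3% under that centring. With log2(CPM + 1), which shrinks changes of low genes, counts were 645 over 4-fold, 235 over 5-fold, 150 lowered and 113 raised in WT, 311 lowered and 77 called in glp-1(ts), 1 for the difference and 22 in the skn-1-dependent set.

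Adjusted p-values with the same fold changes gave 12 lowered and 10 raised genes in WT, 38 and 7 in glp-1(ts), and 30 in the skn-1-dependent set. Fold change alone gave 748 and 692, 1014 and 917, and 87, with 20.4 for the collagens. An unadjusted p under 0.05 in both comparisons left 30 genes. The fold change of skn-1 RNAi taken in WT gave 14.8 for the collagens, and adding dpy-, rol-, sqt- and bli- genes gave 5.95. The germline score as covariate left 11 called genes in glp-1(ts), put 120 in the skn-1-dependent set, gave 41.2 for the collagens, and reversed the lipid list in glp-1(ts) to −0.00999 and skn-1 mRNA in glp-1(ts) to 0.105. Against genes over 4-fold the collagens reversed to 0.925, and odds ratios in the skn-1-dependent set were 8.05 for glutathione S-transferases, 5.01 for lipid genes, 6.58 for glucuronosyltransferases and 1.79 for C-type lectins, none of them called after adjustment, and the shared null left 36 genes in the set.

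When each of the 12 libraries was left out, 237 of 264 results of comparisons and 390 of 420 values of single genes stayed, with 23 of the latter weaker. The ranges were 131 (without replicate 3 of the WT skn-1 RNAi libraries) to 268 genes raised in WT, 0 (without replicate 1 of the WT vector libraries) to 31 called in WT, 9 (without replicate 1 of the glp-1(ts) libraries labelled skn-1 RNAi) to 63 called in glp-1(ts), 28 to 184 in the skn-1-dependent set (without replicates 1 and 3 of the glp-1(ts) vector libraries), and 2.23 to 27.8 for its collagens (without replicates 2 and 3). The somatic list ran from 1.43 to 1.77, the lipid list in WT from −0.0511 to 0.0145, and skn-1 mRNA in glp-1(ts) from −0.25 to 0.19. Reversed were the lipid list in WT without replicate 1 (−0.0120) or 3 (−0.0310) of the vector libraries or replicate 2 (−0.00119) or 3 of the skn-1 RNAi libraries, and skn-1 mRNA without replicate 3 of the glp-1(ts) vector libraries (0.0195) or replicate 1 or 3 (0.0101) of those labelled skn-1 RNAi.

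Alternatives that need read counts (size factors of DESeq2, voom from counts, no filter on counts, and a count model against limma) were not run, since the values are log2 CPM. Unknown depth limits low genes such as acs-10 and lbp-8 most.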

Differences from the paper's values

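No test here was chosen after the result was seen, apart from the minimum-t null with shared libraries and the singling out of the elongases.

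The paper gives 87 genes that were up more than 4-fold and lowered by skn-1 RNAi. The legend of its heatmap of these genes states only fold changes as cutoffs, and by these 87 genes passed here too. With the minimum-t p of the paper's methods added, 50 genes passed. Of 26 alternatives set before the data were examined, 10 gave a value within 1.5 times of 87, which was counted as no difference. These were fold change alone (87), vooma weights (66), the replicate block (59), the skn-1 RNAi fold change taken in WT (71), the germline score as covariate (120), and leaving out replicate 1 (61) or 2 (62) of the WT vector libraries, replicate 2 of the glp-1(ts) vector libraries (58), or replicate 1 (63) or 2 (58) of the libraries labelled skn-1 RNAi. Fold change alone reaches the paper's value. The gap stayed under the other 16, among them limma without a trend (53), filters at 1 CPM (41) and 4 CPM (28), only the groups compared (55), centring on the reference genes (44) or on the median (52), log2(CPM + 1) (22), adjusted p-values (30) and an unadjusted p in both comparisons (30). The null with shared libraries, chosen after seeing the values, gave 36.

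The paper places acs-10 and ech-9 in its high-confidence set. Their minimum-t p was 0.147 and 0.0969 here, and of the settings only fold change alone includes both. The set held acs-10 with vooma weights, with only the groups compared and with the germline score as covariate. It held ech-9 with the replicate block and without replicate 3 of the glp-1(ts) vector libraries or replicate 2 of those labelled skn-1 RNAi. In the authors' deposited table their minimum-t p is 0.150 and 0.135. The authors' deposited table gives 53 genes with a minimum-t p under 0.05.

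The paper describes the reference genes as unaltered in abundance. Here pmp-3 changed by −0.35 (adjusted p = 0.0468) and Y45F10D.4 by 0.64 (adjusted p = 0.0176, limma with Benjamini-Hochberg adjustment), while cdc-42 was not called. The call of pmp-3 was absent without a trend (0.0661) and with median centring (0.0558), and in 8 of the 12 fits that each left out one library.

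The paper states that lbp-8 is elevated in GSC(−) animals and upregulated by SKN-1. Here its log2 fold change between the strains was 1.02 (adjusted p = 0.248, limma with Benjamini-Hochberg adjustment), and it was not called with skn-1 RNAi in either strain, with an unadjusted p under 0.05 in WT alone. No setting called it. For lipl-3 the direction is the paper's in both strains, but no setting called it with skn-1 RNAi over all genes.

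The paper states that many lipid metabolism genes were upregulated by SKN-1. Here 5 of 92 passed the paper's cutoff in each strain, the medians were 0.01 in WT and 0.04 in glp-1(ts), and the 1 called gene, ech-7, was higher with skn-1 RNAi. Of the processes, elongases fell in WT in the direction the paper states (median −0.26, 0.0139 in camera and 0.0799 in fry after adjustment over 144 set tests) and not in glp-1(ts) (0.08; difference 0.41, 0.0147 in camera and 0.0911 in fry after adjustment). The paper states that many genes of the extracellular matrix were among those up over 4-fold and lowered by skn-1 RNAi. Of the families counted here, 2 collagens were in the set of 50 and 11 in that by fold change alone. For the somatic list, folds ran from 2.54 to 3.84 and so reach below the range the paper states. The direction of rpn-6.1 between the strains also differs from the paper's qRT-PCR. It is described with the other observations, which were chosen after the result was seen.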

Other observations

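The patterns looked at in this part, and the tests of explanations for them, were chosen only after the result was seen. The fits that left out single libraries, which some of them use, were set before the data were examined.

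Other splits of the libraries were counted for each comparison. For glp-1(ts) against WT, 1 of the 10 splits of the 6 samples, the real one, gave as many genes higher, lower, over 4-fold and over 5-fold, and as large a median of the proteasome, somatic and lipid lists, whereas 3 of the 10 splits gave as high an odds ratio of collagens over 5-fold. For skn-1 RNAi in WT, 2 of the 10 splits of the 6 samples lowered as many genes, 1 gave as many called genes, 1 as large a proteasome median and 8 as large a lipid median. In glp-1(ts), 1 of the 10 splits of the 6 samples lowered as many genes, 1 gave as many called genes, 1 as large a proteasome median and 6 as large a lipid median, 6 put as many genes in the skn-1-dependent set and 7 gave as high an odds ratio of collagens in it. The replicate numbers pair the libraries, and 4 of the 10 splits part all 3 pairs. Among these 4, only the real split lowered or called as many genes or moved the proteasome list as far in either strain, while the lipid list did so in 3 (WT) and 2 (glp-1(ts)), the skn-1-dependent set in 2 and its collagens in 4. The other splits keep 2 libraries of a pair on one side.

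Genes lowered in the glp-1(ts) libraries labelled skn-1 RNAi were mostly genes that are lower in glp-1(ts) than in WT (81.2%, against 46.0% of all genes and 26.4% of raised genes), and the comparisons correlated by r = 0.273 across genes, which are not independent replicates. The shared vector libraries alone are excluded, since simulated libraries gave a correlation of at most −0.0641 and a median of 34.5% lower. A candidate explanation is germline RNA in replicate 3 of the glp-1(ts) vector libraries, which lies nearest to WT (mean r of 0.806 with the WT vector libraries, against 0.729 and 0.734). Without it the correlation was −0.0062 and 52.8% were lower, and without any other library the correlation stayed between 0.226 and 0.330. All 23 germline genes were lower in the libraries labelled skn-1 RNAi (median −0.38, camera p = 1.50e-06, fry p = 0.185, exact permutation p = 0.3), with 0 called and 2 past 0.67 at an unadjusted p under 0.05. Of 7 eggshell and oocyte genes all were lower there (median −0.45). In WT these lists had medians of −0.03 and −0.05.

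That library does not carry the fall of the proteasome genes in glp-1(ts), which was −0.574 without it.

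Shared vector libraries can fill such a set without an effect, since simulated libraries with no skn-1 RNAi effect gave a median of 92 genes (69 to 121). All of these counts lie above the 50 observed. Their correlation of the comparisons was at most −0.0641, against 0.273 observed. The simulation therefore does not match the data, and whether the shared libraries set the size of the observed set cannot be told. The members are not all chance, since 12 of them were also lowered in WT against 1.55 expected, and 35 of 50 were lower in WT.

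Without replicate 3 of the glp-1(ts) vector libraries that set held 184 genes, 26 of them collagens. A candidate explanation is developmental timing. The L4 collagens (col-38, col-49, col-63, bli-1 and bli-2, of which the first 3 are also among the 99 collagens by name) stood at 2.30, 3.90 and 0.84 log2 CPM in replicates 1 to 3 on vector, and at 1.91, 2.00 and 0.95 in those labelled skn-1 RNAi. Without replicate 2, 3 collagens were in the set by fold change alone. As sets, the L4 collagens had medians of 2.27 for glp-1(ts) against WT, −1.67 for skn-1 RNAi in WT (camera p = 0.0136, fry p = 0.215, exact permutation p = 0.1) and −0.67 in glp-1(ts), with 5, 0 and 0 called, and adult collagens (3 tested) had medians of 1.12, 0.13 and 0.20, with 3, 0 and 0 called. No stage was recorded per library, so timing stays a hypothesis.

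The paper states that rpn-6.1 mRNA is proportionally higher in GSC(−) animals, by qRT-PCR in other samples. Its methods describe qRT-PCR samples as day 3 adults, normalized to reference genes, whereas these libraries are from day 1 adults. For rpn-6.1 (WBGene00004462) sequencing gave 6.70 ± 0.04 log2 CPM (SD, n = 3) in WT and 5.94 ± 0.18 (SD, n = 3) in glp-1(ts). Its log2 fold change of −0.76 had an adjusted p of 0.000128 by limma with Benjamini-Hochberg adjustment, near the median of the proteasome list (−0.97). This direction is opposite to the one the paper states. Age and normalization differ between the measurements, so the reason cannot be told. The fall of rpn-6.1 did not pass the adjustment with skn-1 RNAi in glp-1(ts) (−0.44, adjusted p = 0.242 by limma with Benjamini-Hochberg adjustment).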
